# Thymic B Cells Promote Germinal Center-Like Structures and the Expansion of Follicular Helper T Cells in Lupus-Prone Mice

**DOI:** 10.3389/fimmu.2020.00696

**Published:** 2020-04-28

**Authors:** Yessia Hidalgo, Sarah Núñez, Maria Jose Fuenzalida, Felipe Flores-Santibáñez, Pablo J. Sáez, Jessica Dorner, Ana-Maria Lennon-Dumenil, Victor Martínez, Emmanuel Zorn, Mario Rosemblatt, Daniela Sauma, Maria Rosa Bono

**Keywords:** systemic lupus erythematosus, thymic B cells, germinal center, plasma cells, follicular helper T cells

## Abstract

Systemic lupus erythematosus (SLE) is an autoimmune disease characterized by the activation of autoreactive T and B cells, autoantibody production, and immune complex deposition in various organs. Previous evidence showed abnormal accumulation of B cells in the thymus of lupus-prone mice, but the role of this population in the progression of the disease remains mostly undefined. Here we analyzed the spatial distribution, function, and properties of this thymic B cell population in the BWF1 murine model of SLE. We found that in diseased animals, thymic B cells proliferate, and cluster in structures that resemble ectopic germinal centers. Moreover, we detected antibody-secreting cells in the thymus of diseased-BWF1 mice that produce anti-dsDNA IgG autoantibodies. We also found that thymic B cells from diseased-BWF1 mice induced the differentiation of thymocytes to follicular helper T cells (T_FH_). These data suggest that the accumulation of B cells in the thymus of BWF1 mice results in the formation of germinal center-like structures and the expansion of a T_FH_ population, which may, in turn, activate and differentiate B cells into autoreactive plasma cells. Therefore, the thymus emerges as an important niche that supports the maintenance of the pathogenic humoral response in the development of murine SLE.

## Introduction

Systemic lupus erythematosus (SLE) is an autoimmune disease characterized by a set of clinical abnormalities ranging from mild symptoms such as malaise, arthritis, or dermatitis to more severe manifestations such as renal disease or compromise of the central nervous system. At the immunological level, SLE patients exhibit hyperactivity of T and B cells against self-antigens that leads to the secretion of autoantibodies against nuclear components such as DNA, RNA, histones, ribonucleoproteins, among others. Autoantibodies bind antigens and form immune complexes that deposit in the skin, joints, kidneys, heart, and central nervous system, generating inflammation and damage (1, 2).

The thymus is a primary lymphoid organ whose main function is the induction of immune self-tolerance to prevent autoimmunity. This organ is dedicated to T cell generation and maturation, a function that usually declines with age and can be severely compromised in autoimmune diseases (3). It has been described that patients with autoimmune conditions such as myasthenia gravis exhibit alterations in the thymic structure and its cellular components (4–6). One of the important alterations in the thymus of patients with myasthenia gravis is the increase of autoreactive B cells. In the literature, there have been reports of patients with other autoimmune diseases, such as ulcerative colitis and systemic lupus erythematosus that present abnormalities in the structure of the thymus (7–9). However, it is unknown if these changes contribute to the disease.

B cells are a scarce population in the thymic medulla of both, healthy humans and mice (~0.3% of total cells) where they are thought to function as antigen-presenting cells for thymic selection (10–13). We have previously shown that throughout normal aging, the human thymus accumulates at perivascular spaces memory B cells and plasma cells that generate antibodies with antiviral reactivity (14). Remarkably, a subset of myasthenia gravis patients has been diagnosed with thymic follicular hyperplasia which encompasses a considerable expansion of B cells and the formation of germinal centers in the thymus (15, 16). Myasthenia gravis patients often go through thymectomy, a procedure that shows an overall improved clinical outcome, highlighting the contribution of thymic abnormalities to the production of autoantibodies against the acetylcholine receptor and severity of the disease (17–19). Recent evidence suggests that infiltration of B cells to the thymus and thymic stroma destruction precedes type 1 diabetes development in NOD mice (20), supporting the idea that B cell infiltration to the thymus may be a common event in several autoimmune diseases. Alterations in the thymus structure have also been observed in rheumatoid arthritis and SLE, but the contribution of these abnormalities to these diseases are poorly understood (7, 21, 22). Among patients with SLE, between 1.5 and 2% develop thymomas and undergo thymectomy as treatment. In contrast to myasthenia gravis patients, this procedure on SLE progression has no clear health benefits (5, 9, 23).

Studies using BWF1 mice, a murine model of SLE, showed an increase in B cell frequency in the thymus of diseased mice compared to those that have not yet developed the disease (24, 25). In these studies, the authors highlight that the B1/B2 ratio in the thymus is higher than in spleen and blood. They showed that the B1 cell population migrates abnormally to the thymus due to high expression of the CXCR5 chemokine receptor, and aberrant high expression of CXCL13 (B lymphocyte chemoattractant, BLC) by myeloid dendritic cells present in the thymus. However, this study does not address the functional relevance of abnormal B cell numbers within the thymus and their contribution to SLE.

The converging evidence of B cells and plasma cells accumulation in the thymus during aging and particularly in autoimmune diseases prompted us to hypothesize that this lymphoid organ may become a specialized niche for B cells and plasma cells in the context of SLE development. To address this question, we characterized the B cell population of the thymus of BWF1 mice during the autoimmune humoral response. Here we show that upon the onset of the disease, the thymus structure becomes highly disorganized, exhibiting an increasing number of B cells that accumulate into structures that resemble ectopic germinal centers. Accordingly, we observed the presence of antibody-secreting plasma cells, a fraction of which produces anti-dsDNA autoantibodies. Noticeably, we further found that thymic B cells from diseased BWF1 mice induce the activation and differentiation of CD4+ thymocytes to follicular helper T cells. Altogether these data suggest a positive feedback loop, where thymic B cells induce the differentiation of follicular helper T cells that in turn promote the differentiation of autoreactive plasma cells in the thymus.

## Materials and Methods

### Mice

Female lupus-prone [NZB × NZW]F1 (BWF1) mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA) and maintained at the animal facility of Fundacion Ciencia & Vida. Animal work was carried out under the institutional regulations of the Fundacion Ciencia & Vida and was approved locally by the ethical review committee of the Facultad de Ciencias, Universidad de Chile. Disease incidence and severity was monitored by measuring proteinuria using a standard semi-quantitative Combur Test N (Roche Diagnostics, Germany) and an ELISA to determine antibody titers to double-stranded DNA (dsDNA). To detect early autoimmune disease, proteinuria was measured monthly during the first 5 months of age and every week after that. In this work, we used 3 and 5 months old BWF1 female mice as young mice which still do not develop autoimmune disease. Diseased mice were 9 months old in average, presented severe proteinuria (i.e., ≥500 mg/dL protein) and high levels of plasmatic antibody titers against double-stranded DNA. In all cases, age-matched [NZW × BALB/c]F1 female mice were used as non-autoimmune controls.

### Flow Cytometry and t-SNE

Cell surface staining was performed in ice-cold PBS with 2% fetal bovine serum (FBS) for 30 min in the presence of Fcγ R blocking antibody (CD16/32). Viability dye eFluor 780 reagent (eBioscience) or propidium iodide (PI) were used for live/dead cells discrimination. Monoclonal antibodies (mAbs) against mouse CD8 (53-6.7) FITC, CD138 (281-2) PE or BV421, CD45R/B220 (RA3- 6B2) APC or PE-Cy7, CD19 (6D5) FITC, APC or eFluor 780, CD44 (IM7) APC, CD69 (H1.2F3) PE, CD83 (Michel-19) FITC, CD86 (GL1) FITC, IgM (RMM-1) PE-Cy7, purified CD16/32 (93), CXCR5 (L138D7) PE, Ki-67 (11F6) Alexa fluor 488, OX40L (RM134L) Alexa fluor 647, Blimp-1 (5E7) PE, Bcl-6 (IG191E/A8) Alexa fluor 647, and IgG-HRP (polyclonal) were purchased from BioLegend (San Diego, CA, USA). mAbs against mouse IgD (11-26c.2a) FITC, CD5 (53-7.3) PE-Cy7, CD21/35 (4E3) PE, GL7 (GL7) eFluor 660, CD11c (N418) PE, CD62L (MEL-14) FITC, CD25 (PC61.5) APC, CD8 (53-6.7) APC-eFluor 780, CD103 (2E7) FITC, CD279/PD-1 (J43) FITC, and Foxp3 (FJK-16s) PE-Cy7 were purchased from eBioscience (San Diego, CA, USA). mAbs against mouse I-Ad FITC (AMS- 32.1), were purchased from BD Pharmingen (San Diego, CA, USA). Intracellular staining for Foxp3 and Bcl-6 was performed after cell surface staining using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience) following the manufacturer's instructions. Flow cytometry was conducted on a FACSCanto II flow cytometer (BD Biosciences) or FACSAria III (BD Biosciences) and data analysis was performed using the FlowJo software version 8 (Tree Star, Inc., Ashland, OR, USA).

For t-SNE, data was acquired in a FACS Aria III (BD Biosciences) and the analysis was performed using the Rtsne package in R software. Cells were pre-gated in FlowJo v10 (Tree Star) on single cells, live (PI negative), CD45+, CD3+, and CD4+/CD8–. After gating, 15,000 cells from both control and BWF1 mice were used as input for the tSNE analysis and the parameters were set to 1,000 iterations, theta 0.5, learning rate 200 and perplexity 30.

### ELISpot

Millipore^®^ MAIPS4510 96-well-plates were activated for 2 min with 50 μl/well of 70% ethanol and washed five times with deionized water. Plates were coated with 15 μg/ml of capture antibody anti-mouse IgG or dsDNA at 10 μg/ml and incubated overnight at 4°C. The plates were pre-treated with 10 μg/ml of methyl-BSA for 3 h at 37°C to evaluate reactivity against dsDNA. Subsequently, the plates were washed with PBS and blocked with RPMI medium supplemented with 10% FBS. The number of viable cells was carefully determined and plated in triplicates. After incubation at 37°C, 5% CO2 for 22 h, the plates were washed five times with PBS and added 0.5 μg/ml of biotinylated goat anti-mouse IgG and incubated for 2 h at room temperature. Then plates were washed five times with PBS, and avidin-enzyme conjugated to HRP (eBioscience) was added and incubated for 1 h at room temperature. After washing the plates five times with PBS, 3-amino-9-ethyl carbazole (AEC) substrate was added and incubated at 37°C for 30 min. The plates were washed with bidistilled water and dry uncovered for 3 h at 37°C. Plates were read using an ELISpot reader AELVIS and the software Eli.Analyse ELISPot Analysis Software V6.0.

### Confocal Microscopy

Thymi were extracted from diseased BWF1, and age-matched control animals, thymus lobes were imbibed in RPMI + 10% FBS + 5% low melting point agarose (Invitrogen) solution. Once the agar solidified at room temperature, slices of 400 μm were obtained in a PELCO^®^ 102 vibratome. The slices were fixed with 3.7% paraformaldehyde for 20 min at room temperature and stained for 30 min at 37°C with the following antibodies: CD4 (RM4-5) PE, CD8 (53 6.7) FITC, and CD19 (1D3) APC. After that, slices were washed with PBS, and placed on a slide with ProLong Gold antifade mounting medium (Invitrogen) and covered with a coverslip. Thymic slices were analyzed in the Zeiss LSM 710 confocal microscope, and the images analyzed with ImageJ.

### Immunohistochemistry

Thymi were extracted from diseased BWF1, and age-matched control animals, and frozen at −80°C for 24 h in OCT compound. Six micrometer cryostat sections were obtained, air dried and fixed in cold acetone for 15 min. Sections were then incubated with a single drop of peroxidase blocker for 7 min at room temperature, washed with PBS and incubated for 1 h with blocking solution (PBS + 1% BSA + 10% goat serum). Then, sections were incubated overnight at 4°C with anti-mouse B220 or anti-mouse cytokeratin 5. After that, the sections were incubated for 1 h with HRP-coupled secondary antibody, washed with PBS and incubated with DAB (3′-Diaminobenzidine) for 4–8 min. Finally, sections were stained with hematoxylin and dehydrated to be mounting and visualized in the Olympus BX51 microscope.

### Coculture of Follicular Helper T Cells With B Cells

Follicular helper T cells (T_FH_) and B cells of thymus and spleen were isolated by cell sorting from diseased BWF1 mice. T_FH_ were stained with antibodies to CD4, CD8, PD-1, CXCR5, and selected as CD4^+^CD8^−^PD-1^+^CXCR5^+^. B cells were purified as CD19^+^CD5^−/int^. CD4^+^ T cells that do not express markers of T_FH_ (PD-1^−^CXCR5^−^) were used as control. Dead cells were discarded using PI staining during the sorting. B cells were stained with CellTrace Violet (Invitrogen) according to the manufacturer's instructions and cocultured with T_FH_ at a 5:1 ratio (50,000 B cells and 10,000 T_FH_ per well). Cocultures experiments were maintained for 5 days at 37°C and 5% CO_2_. Subsequently, cells were recovered, and live B cells analyzed for GL-7 expression and dilution of CellTrace Violet stain by flow cytometry.

### Coculture of B Cells With Thymocytes to Assess T_FH_ Differentiation

Thymic B cells from diseased BWF1 and age-matched control mice were isolated by cell sorting (CD19^+^CD5^−/int^CD11c^−^) while thymocytes (of 3 m-control mice) were isolated as I-Ad negative cells (to deplete antigen presenting cells). Dead cells were discarded using PI staining during the sorting. After sorting, thymocytes were stained with CellTrace Violet (Invitrogen) according to the manufacturer's instructions and cocultured with B cells at a 10:1 ratio (100,000 thymocytes and 10,000 B cells) in presence of rmIL-7 (6 ng/ml-eBioscience). The cells were cultured in RPMI medium supplemented with 10% FBS, 0.055 μM 2-mercaptoethanol (Gibco), and 0.5 μg/ml Fungizone (Gibco), in U-bottom 96-well-plate (Falcon^®^). In some cases, a blocking antibody against OX40L (BioLegend, clone RM134L, 10 μg/mL) was used during the co-cultures. Coculture was maintained for 5 days at 37°C and 5% CO_2_. Subsequently, cells were recovered, and thymocytes analyzed for T_FH_ phenotype (CD4^+^CD8^−^PD-1^+^CXCR5^+^) in a PI negative gate by flow cytometry.

### *In vitro* B Cell Activation

Total thymic cells were activated at 2 × 10^6^ cells/ml with anti-mouse CD40 at 1.5 μg/ml and anti-mouse IgM at 5 μg/ml for 5 days at 37°C and 5% CO_2_ to evaluate OX40L expression on B cells by FACS. On the other hand, total thymic cells were activated at 2 × 10^6^ cells/ml with LPS at 2 μg/ml for 3 days at 37°C and 5% CO_2_ to evaluate Blimp-1 expression on B cells after fixation permeabilization with the corresponding buffer.

### RNA-Sequencing

RNA extraction from thymic B cells was carried out on 0.6 × 10^6^ thymic B cells isolated by cell sorting (CD19^+^CD5^−/int^CD11c^−^) recovered directly in 0.5 ml of TRIzol reagent (Life Technologies). Quantification of RNA was performed using specific fluorometry with the Qubit RNA quantification assay (Life Technologies). RNA integrity was assessed using an RNA Quality Measurement Number (RQN) of Fragment analyzer with the High Sensitivity RNA Analysis Kit (Advanced Analytical Technologies), were used RNA samples with RQN values >8.2. Sequencing libraries were prepared using the KAPA Stranded mRNA-Seq kit according to the manufacturer's protocol (Illumina). The length of the libraries was determined by capillary electrophoresis using the Standard Sensitivity NGS Fragment Analysis kit (Advanced Analytical Technologies). Libraries were quantified using the KAPA Library Quantification Kit (Kappa Biosystem) using the Eco PCR system (Illumina), following manufacturer's protocol. Libraries were sequenced on a Miseq platform (Illumina) using a v3 150 kit with 2 × 75 bp paired-end. Samples were subsequently analyzed using R/Bioconductor, and the DESeq2 procedure was used to normalize the data. Differentially expressed genes were identified using an adjusted *p*-value cut-off of 0.05 and a fold change of at least 1.5.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE147359 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147359).

### Apoptosis Assay

Cells isolated from the thymus of BWF1 diseased and age-matched control mice were stained with 1 μl of Annexin V FITC (BioLegend) and propidium Iodide at 1 μg/ml in 100 μl of binding buffer (HEPES 10 mM, NaCl 140 mM, CaCl_2_ 2.5 mM) by incubating for 15 min at room temperature. Staining was stopped by adding 200 μl of binding buffer, and the cells were analyzed by flow cytometry.

### Statistical Analysis

Statistical analysis was performed with the GraphPad Prism program V6 (GraphPad Software, San Diego, CA, USA). The data were compared using a Student's *t*-test after verification of normal distribution. Mann Whitney test was used when the data did not adjust to a normal distribution. Wilcoxon signed-rank test was used to compare data with hypothetical value. *P* < 0.05 were considered significant.

## Results

### Increased B Cell Numbers in the Thymus of Diseased-BWF1 Mice Correlates With an Abnormal Thymic Structure

We and others have reported that the frequency of B cells in the thymus increases significantly during normal aging and in several autoimmune diseases (4, 14, 20, 26). We aimed at studying the dynamics of B cell accumulation in the thymus of BWF1 lupus-prone mice during the development of the autoimmune response. For this, we analyzed the thymus of BWF1 mice at different stages preceding (3 and 5 months old) and after the onset of the disease (9 months old in average) and compared the results to age-matched controls (NZWxBALB/c)F1 mice. We observed a higher than 20-fold increase in B cell frequency and a significant 6-fold increase in absolute B cell numbers in the thymus of diseased-BWF1 mice compared with age-matched control mice (Figures 1A,B). A modest but significant increase in the frequency of B cells in the thymus of 5 months old BWF1 mice compared to 3 months old BWF1 mice suggest that the frequency of B cells present in the thymus increases before the onset of proteinuria.

**Figure 1:**
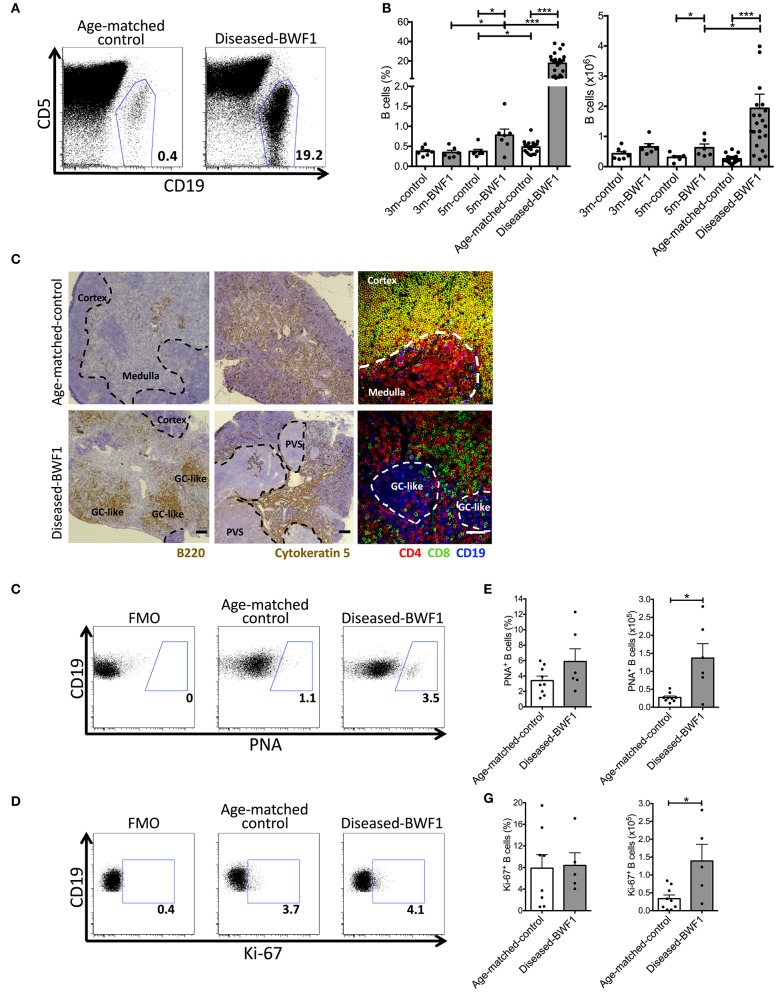
Diseased-BWF1 mice present proliferating thymic B cells that cluster in germinal center-like structures. **(A)** Representative FACS analysis of CD19^+^ cells in the thymus of diseased-BWF1 and age-matched-control mice. CD5 was used to exclude T cells. **(B)** Thymic B cell frequency (left) and absolute number (right) in BWF1 mice at different ages prior (3 and 5 months old) and after the onset of the disease and age-matched control mice. B cells were analyzed as CD19^+^CD11c^−^CD5^−/int^ cells. Each dot represents one mouse (*n* = 6–20 mice per group). Student's *t*-test, ^*^p ≤ 0.05; ^***^p ≤ 0.001. **(C)** Representative light microscopy images of B220 (left panel) and cytokeratin 5 (middle panel) staining of thymic tissue from diseased-BWF1 and age-matched-control mice. Scale bar: 200 μm. PVS: perivascular spaces. GC-like: germinal center-like structures. The right panel shows representative confocal microscopy images of CD4^+^ T cells (red), CD8^+^ T cells (green), and CD19^+^ B cells (blue) in thymic tissue of BWF1-disease and age-matched control mice. Scale bar: 50 μm. **(D)** Flow cytometry plots of PNA expression in thymic B cells (CD19^+^CD11c^−^CD5^−/int^ gate) from diseased-BWF1 and age-matched-control mice. **(E)** Frequency and absolute number of PNA^+^ B cells in the thymus of diseased-BWF1 and age-matched-control mice. Mann-Whitney test, *p* ≤ 0.05. **(F)** Flow cytometry plots of Ki-67 expression in thymic B cells from diseased-BWF1 and age-matched-control mice **(G)** Frequency and absolute number of Ki-67^+^ B cells (CD19^+^CD11c^−^CD5^−/int^ gate) in the thymus of diseased-BWF1 and age-matched-control mice. Student's *t*-test, *p* ≤ 0.05. Data represent 3–4 independent experiments.

Histological examination of the thymus of diseased-BWF1 and age-matched control mice revealed remarkable alterations in the structure of the thymus at the onset of the disease (Figure 1C). Fluorescent co-staining of CD4, CD8, and CD19 confirmed that the thymus of diseased mice is characterized by the presence of large B cell clusters and the absence of CD4^+^CD8^+^ double- positive (DP) thymocytes (Figure 1C) which are normally found in the cortex (27). In diseased mice (9 months old on average), there was a reduction of the cortex areas and large numbers of B cells (B220^+^) clustered into structures reminiscent of germinal centers. In contrast, in age-matched control mice, we observed small numbers of B cells disseminated within the medulla (Figure 1C), as previously reported (11). Next, we analyzed the expression of the germinal center marker PNA on thymic B cells (Figure 1D). Although we found no statistical difference in the frequency of PNA^+^ B cells between age-matched control and diseased BWF1 mice, the absolute number of PNA^+^ B cells increase 5-fold in diseased BWF1 mice compared to control mice (Figure 1E). We also found an increase in the absolute number, but not in the frequency, of Ki67^+^ B cells in the thymus of diseased BWF1 mice (Figures 1F,G). Since we do not observe an increase in the percentage of Ki67+ B cells, our data suggest that the expansion of B cells in the thymus of autoimmune mice may be due to an increase in the migration of B cells from the periphery. Interestingly, we found that in diseased mice there was an expansion of non-epithelial perivascular spaces (PVS) (cytokeratin-5^−^) where most B220^+^ B cells clustered (Figure 1C, Supplememtary Figure 1). Altogether these results demonstrate that at the onset of SLE, the thymus of BWF1 mice undergoes remarkable changes in terms of structure and B lymphocyte content, with the appearance of ectopic germinal center-like structures.

### The Thymus of Diseased-BWF1 Mice Harbors IgG Anti-dsDNA Antibody-Secreting Plasma Cells

Present evidence indicates that germinal center formation depends on the activation of antigen-specific B cells by cognate T cells leading to the formation of antibody-secreting plasma cells and memory B cells (28, 29). The distribution of B cells in germinal center-like structures in the thymus of diseased-BWF1 mice suggests that they may be locally activated and differentiated into memory B cells or plasma cells. We next characterized the thymic B cells by analyzing their expression of differentiation markers. Analysis of isotype switched (IgM^−^IgD^−^) memory B cells in diseased mice did not show a significant difference compared to control mice, whereas diseased mice present a significant increase in naïve B cells (IgM^+^IgD^+^) compared to control mice (Supplementary Figure 2). These data indicate that a substantial fraction of B cells accumulating in the thymus of diseased mice rather display a naive than a memory phenotype.

Interestingly, the analysis of thymic plasma cells revealed a significant increase in the percentage and absolute number of plasma cells (B220^int^CD138^+^) in the thymus of diseased-BWF1 mice compared to age-matched control animals (Figures 2A,B). These results are consistent with a higher percentage of Blimp-1^+^ B cells, a transcription factor driving the differentiation of B cells to plasma cells (30, 31), in diseased mice compared to control mice (Figures 2C,D). To investigate the presence of functional plasma cells and their specificity, we enumerated antibody-secreting cells (ASC) by ELISpot. These experiments revealed that the thymi from diseased-BWF1 mice contain significantly higher numbers of IgG ASC (>5 times) compared to those from age-matched control mice (Figures 2E,F). When compared to IgG production from other organs known to harbor ASC such as bone marrow and spleen, we found a comparable number of spots of IgG ASC between the thymus and bone marrow in diseased-BWF1 mice (Figure 2F).

**Figure 2:**
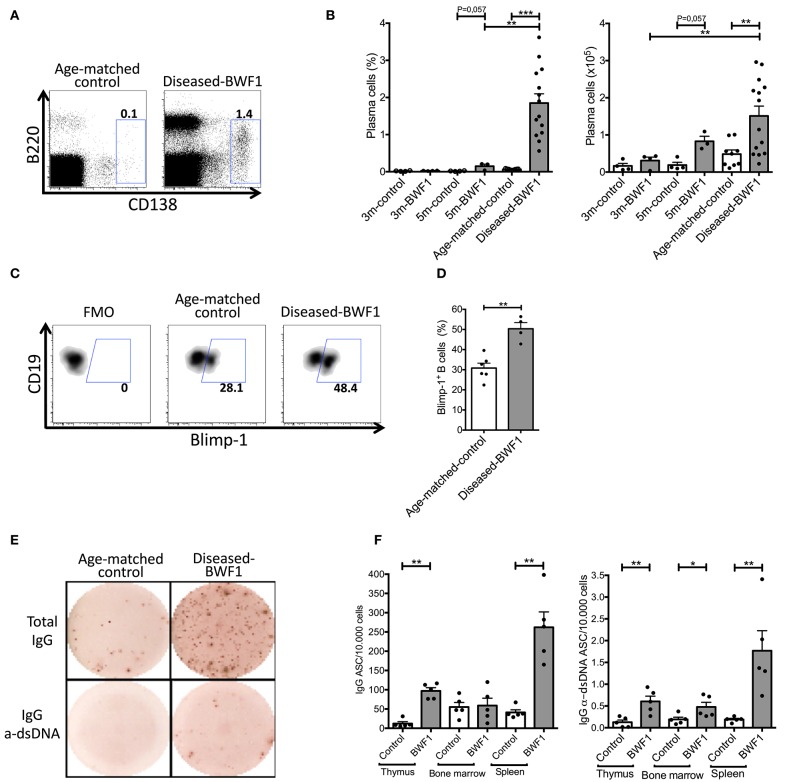
The thymus of diseased-BWF1 mice harbors IgG anti-dsDNA antibody-secreting plasma cells. **(A)** Flow cytometry plots of B220^int^CD138^+^ plasma cells gated on live thymic cells of diseased-BWF1 and age-matched-control mice. **(B)** Frequency (left) and absolute number (right) of plasma cells (B220^int^CD138^+^) in BWF1 mice and age-matched controls at different stages prior and after the onset of the disease. Each dot represents one mouse (*n* = 3–14 mice). **(C)** Flow cytometry plots and **(D)** frequency of Blimp-1^+^ thymic B cells from diseased-BWF1 and age-matched control mice after activation with LPS. Each dot represents one mouse (*n* = 4–6 mice). Mann-Whitney's, ^**^p ≤ 0.01. **(E)** Representative ELISPOT of total and anti-dsDNA IgG antibody-secreting cells (ASC) present in the thymus of diseased-BWF1 and age-matched control mice. **(F)** Quantification of total and anti-dsDNA IgG antibody-secreting cells in the thymus, bone marrow and spleen from diseased-BWF1 and age-matched control mice. Each dot represents one mouse (*n* = 5 mice). Student's *t*-test, ^*^p ≤ 0.05; ^**^p ≤ 0.01; ^***^p ≤ 0.001.

Of note, the thymus of diseased-BWF1 mice contained few IgM ASC, and we could not detect anti-dsDNA ASC of the IgM class (Supplementary Figure 3). Thus, the majority of thymic plasma cells in diseased BWF1 mice have gone through isotype switching secreting mainly IgG antibodies, some of which are specific of dsDNA. In summary, our results show that autoimmune BWF1 mice have proliferating B cells in germinal center-like structures within the thymus, which most likely support the differentiation of B cells into anti-dsDNA IgG-secreting plasma cells. Thymic ASC might, therefore, contribute in a significant way to the pool of secreted IgG autoantibodies found in autoimmune mice.

### Thymic B Cells From Diseased-BWF1 Mice Express Genes Associated to Cell Survival

Our data show that the B cells found in the thymus of diseased mice are distinct from normal resident thymic B cells in terms of abundance, localization, proliferation, and antibody secretion. To gain insights into the mechanisms that lead to the accumulation of this peculiar B cell population as well as into their function(s), we analyzed their transcriptomic profile using RNAseq. 

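The RNAseq compared thymic B cells sorted from 3 diseased-BWF1 mice, the lupus-prone F1 cross of NZB and NZW mice, with those from 3 age-matched control mice, with 1 library per mouse. The sample labels give ages of 8, 7.4 and 7 months for the control mice and 8, 7 and 7 months for the diseased-BWF1 mice, while the paper gives 9 months on average for diseased mice. No diseased mice of the control cross and no BWF1 mice without disease were among the 6, so the cross and the disease cannot be told apart. The authors made stranded mRNA libraries, sequenced both ends on a MiSeq and deposited whole-number counts for 57181 RefSeq transcript identifiers, without normalization. The paper's text does not name the aligner, the counting tool or the genome build. Total counts were 2865432, 2788236 and 2930827 in control replicates 1, 2 and 3 (median 2865432), and 2889850, 3274334 and 3449358 in diseased-BWF1 replicates 4, 5 and 6 (median 3274334). At these totals, a floor of 3 counts corresponds to between 0.870 and 1.08 CPM, and it covers counting error only. Replicates of one group differed by more than counting error alone, with a chi-square per degree of freedom of 12.2 to 17.3. They are different mice, so this could hardly have come out otherwise, and each mouse was kept as a separate sample. Over identifiers with at least 60 counts in all, Pearson correlations of log2 CPM were 0.701 to 0.753 within groups. Between groups they were 0.675 to 0.695. How much of this scatter came from the mice and how much from technical causes was not tested. The 2 identifiers with the most counts took 13.8% ± 3.49 (SD, n = 3) of the counts in control mice and 5.55% ± 2.29 (SD, n = 3) in diseased-BWF1 mice.

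From the counts as deposited, the 22620 identifiers that passed edgeR's filter on low counts were tested after TMM normalization. Gene symbols came from a RefSeq table of GRCm38.p6, in which 46773 of the identifiers (81.8%) were found by accession, and no coordinates were taken from it. The place of the counts was checked with genes of ribosomal proteins, which have high counts in most cells. For the 80 such transcripts whose NM accession has 6 digits, the median count summed over the 6 samples was 260.5 at their own identifier and 9796 at the identifier that follows in sorted order, and of the 9 places compared the median was highest at the following one in 6 of 6 samples. For the 44 such transcripts whose NM accession has 9 digits, the median was 0 at each of the 9 places, with 10 higher at the following identifier and 11 at their own, and the mean was 75.3 at their own and 771 at the following one. Values are given at the labelled identifier unless the following one is named. If counts stand at the following identifier, a value at a labelled one belongs to the gene of the identifier before it.

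**Figure D1:**
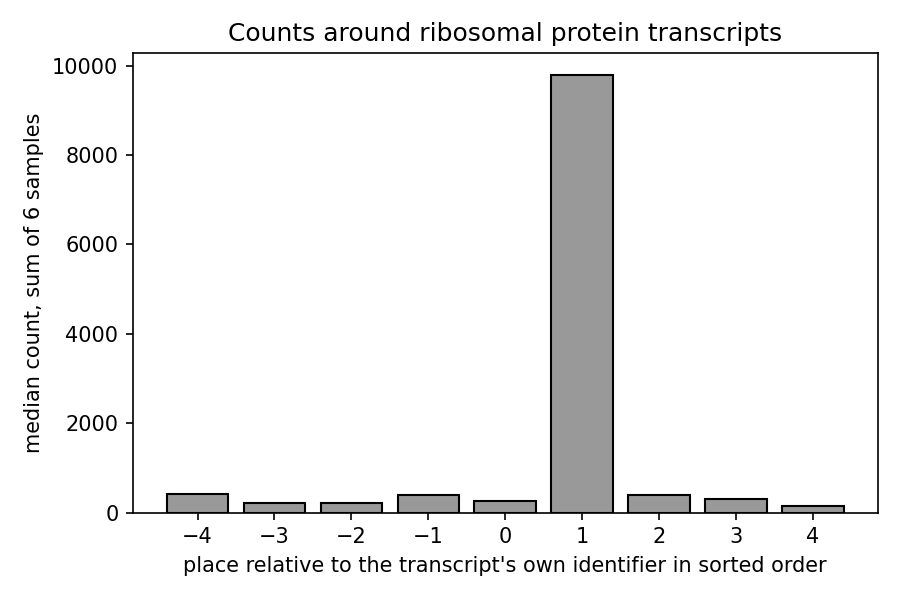
Median count, summed over the 6 samples, of the 80 ribosomal protein transcripts with a 6-digit NM accession (place 0) and of the identifiers up to 4 places before and after them in sorted order. The bar at place 1 stands at 9796 and the bar at place 0 at 260.5.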

We identified 337 upregulated genes and 492 downregulated genes in thymic B cells from diseased-BWF1 mice compared to age-matched control mice (Figure 3A, Supplementary Tables 1, 2). 

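Of the 22620 identifiers, 124 were higher and 63 were lower in diseased-BWF1 mice at an adjusted p-value under 0.05 and a fold change of at least 1.5, the thresholds of the paper, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2's Wald test in place of edgeR's, 744 identifiers were higher and 636 lower, and these included all 187 of the first test. With the labels' age as a covariate, 25 were higher and 1 was lower. Leaving out each mouse in turn gave between 20 and 35 higher and between 1 and 15 lower identifiers. Among identifiers with a mean of at least 20 normalized counts in the higher group, the highest log2 fold change of the fit was at NM_030256.2, labelled Bcl9l, with 0 counts in every control mouse and 401 ± 44.4 normalized counts (SD, n = 3) in diseased-BWF1 mice, at least 134-fold higher than the floor. The identifier before it in sorted order belongs to Apobec3. Against the floor, XM_017320561.1 rose more, with 3559 ± 409 normalized counts (SD, n = 3) in diseased-BWF1 mice, at least 1186-fold. The lowest log2 fold change was at NM_013660.4, labelled Sema4d and preceded by an identifier of Sema4b, with 204 ± 33.5 normalized counts (SD, n = 3) in control mice and 0 in every diseased-BWF1 mouse, at least 68.04-fold lower.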

Among the upregulated genes, several were related to B cell survival and development including Upf1 and Naip2 (Figure 3B). 

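Upf1, a factor of nonsense-mediated decay, was read at NM_001122829.1, where control mice had 0, 0 and 0 counts and diseased-BWF1 mice had 53, 104 and 141. This was at least 29.7-fold higher than the floor of 3 counts, with an adjusted p of 0.0515 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, just above the threshold. With all identifiers of Upf1 summed, its log2 fold change was 1.13, with an adjusted p of 0.536 by the same edgeR test. Naip2, a gene of the apoptosis inhibitor family whose reads may be shared with its paralogs, was read at NM_010872.3, with 69, 77 and 74 counts in control mice and 179, 211 and 189 in diseased-BWF1 mice. Its log2 fold change was 1.17 (standard error 0.142, adjusted p = 0.0364 by edgeR's quasi-likelihood test). With 1 mouse left out, the adjusted p of Naip2 by edgeR was between 0.0856 and 0.161. At the identifier that follows in sorted order, the log2 fold change was 0.28 for Upf1 and 0.16 for Naip2, neither past the thresholds. The identifiers that precede the labelled ones belong to Wrn and Naip6.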

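Cd24a was read at NM_009846.2, with 90, 84 and 68 counts in the 3 control mice and 362, 386 and 326 counts in the 3 diseased-BWF1 mice. Its log2 fold change was 1.93 (standard error 0.156, adjusted p = 0.0145 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each mouse in turn kept it between 1.83 and 2.03, with an adjusted p by edgeR between 0.0420 and 0.106. At the identifier that follows NM_009846.2 in sorted order the direction was reversed, with 1261, 1194 and 1247 counts in control mice and 528, 1048 and 939 in diseased-BWF1 mice, a log2 fold change of -0.79 (adjusted p = 0.234 by the same edgeR test). The identifier before NM_009846.2 belongs to Cd22.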

Also, CD24a, a negative regulator of early pre-B cell differentiation in the bone marrow was likewise upregulated in diseased mice (32–35). Among the genes that were downregulated in thymic B cells from diseased-BWF1 mice, we found Hif1a, Blk, and Btn2a2, whose low expression has been associated with the induction or development of several autoimmune diseases such as collagen-induced arthritis, experimental autoimmune encephalomyelitis and SLE (36–39). 

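Hif1a was read at NM_001313920.1, with 133, 135 and 2 counts in control mice and 2, 0 and 1 in diseased-BWF1 mice, so that control replicate 3 was itself at the floor. The identifier did not pass the filter on low counts. Fitted without that filter, its adjusted p was 0.319 by edgeR's quasi-likelihood test, and the mean of the control mice was at least 31.3-fold above that of diseased-BWF1 mice set to the floor. Blk, a kinase of the Src family, was read at NM_007549.2, with 118, 150 and 136 counts in control mice and 25, 56 and 59 in diseased-BWF1 mice. Its log2 fold change was -1.77 (standard error 0.340, adjusted p = 0.0949 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold. Btn2a2, a butyrophilin, was read at NM_175938.3, with 172, 152 and 151 counts in control mice and 61, 65 and 41 in diseased-BWF1 mice. Its log2 fold change was -1.72 (standard error 0.235, adjusted p = 0.0463 by the same edgeR test), and -0.94 (adjusted p = 0.0529, edgeR) with all its identifiers summed. At the following identifier in sorted order, Hif1a had 0 counts in each control mouse and 14, 15 and 9 in diseased-BWF1 mice. The log2 fold change there was 6.60 for Hif1a, a fitted value against a group at 0 counts, and 0.41 for Blk. Both were reversed and neither was past the thresholds (adjusted p = 0.410 and 0.347 by the same edgeR test). No counts were listed there for Btn2a2. The identifiers before those of Hif1a, Blk and Btn2a2 belong to Hif1a, Prdm1 and Cpeb2.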

The normalized counts of these genes are shown in Figure 3C. 

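Counts divided by DESeq2's size factors were, as mean ± SD over 3 mice per group, 0 in control mice and 89.2 ± 36.5 in diseased-BWF1 mice for Upf1, and 77.1 ± 6.65 and 175.6 ± 13.9 for Naip2. For Cd24a they were 84.5 ± 10.7 in control mice and 326 ± 36.6 in diseased-BWF1 mice. The normalized counts of Hif1a were 94.0 ± 79.7 in control mice and 0.93 ± 0.95 in diseased-BWF1 mice, the first with an SD almost as large as the mean. Those of Blk were 142 ± 21.1 in control mice and 42.0 ± 15.7 in diseased-BWF1 mice, and those of Btn2a2 were 166 ± 7.19 and 50.9 ± 13.2. For each of the 8 genes of Figure 3C the 2 groups did not overlap, in Hif1a only by 2.12 normalized counts in control replicate 3 against 1.91 in diseased-BWF1 replicate 4, and the exact two-sided permutation test gave p = 0.1, the smallest that 3 mice against 3 allow. Over all identifiers tested, 4 of the 8 genes passed both thresholds. Adjusted over the 8 genes alone, the p-values from edgeR's quasi-likelihood test lay between 0.000179 and 0.00619, though the list was drawn from these same data by the paper and shows no stability.

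**Figure D2:**
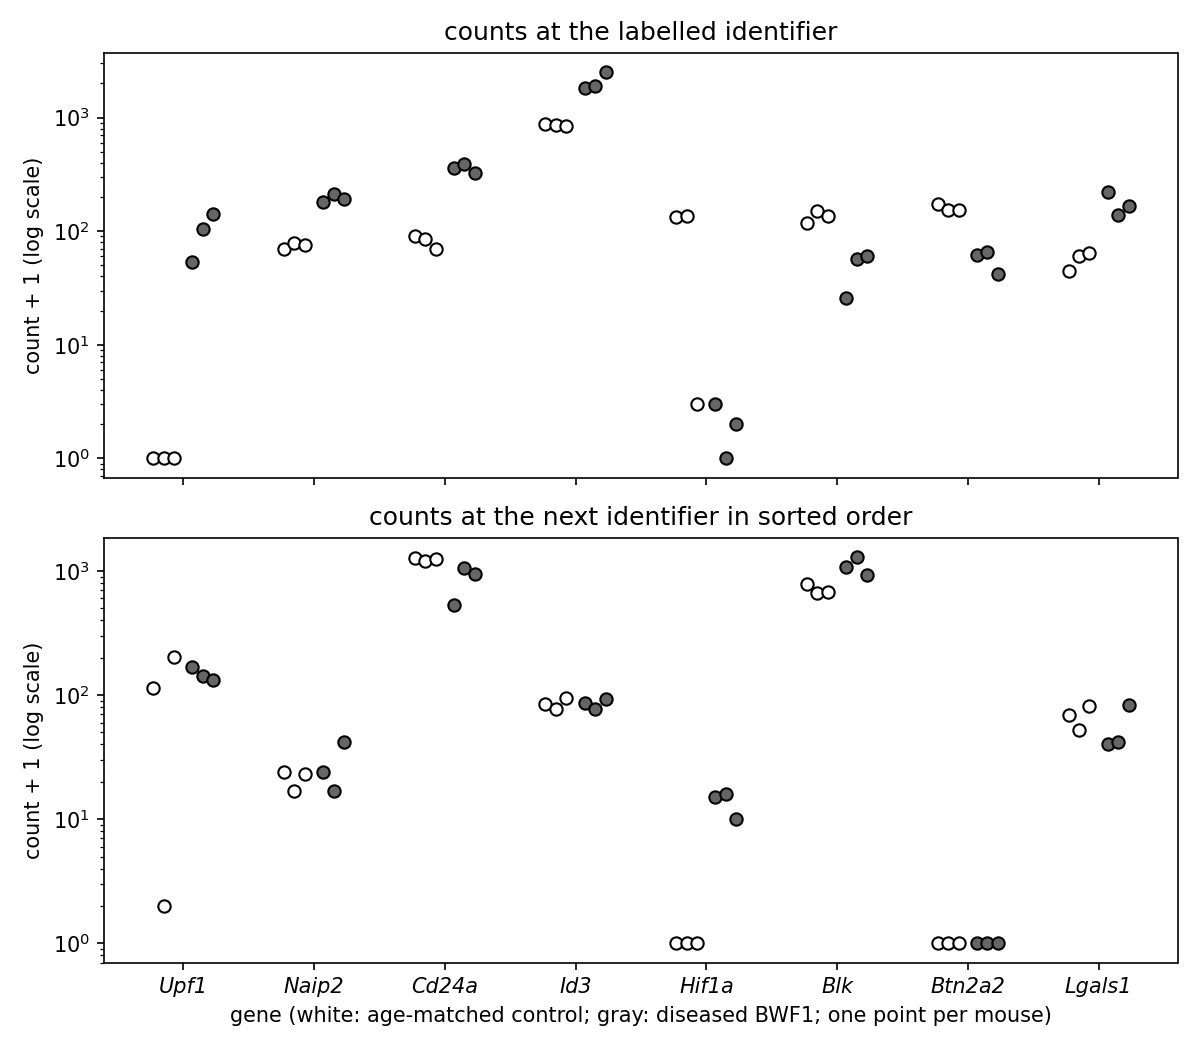
Counts plus 1, on a log scale, of the 8 genes of Figure 3C in each of the 3 control mice (white) and 3 diseased-BWF1 mice (gray), at the labelled identifier (top) and at the identifier that follows in sorted order (bottom). At the labelled identifier the 3 diseased-BWF1 mice have 362, 386 and 326 counts of Cd24a, all above the control mice, and at the following identifier they have 528, 1048 and 939, all below them.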

To confirm that thymic B cells obtained from diseased BWF1 mice have enhanced survival compared to B cells from age-matched controls, we assessed live B cells through Annexin V/PI assay. As shown in Figures 3D,E, the live fraction of thymic B cells was significantly higher in diseased-BWF1 mice, suggesting that the thymus of diseased-BWF1 mice provides a niche that supports the survival of B cells.

**Figure 3:**
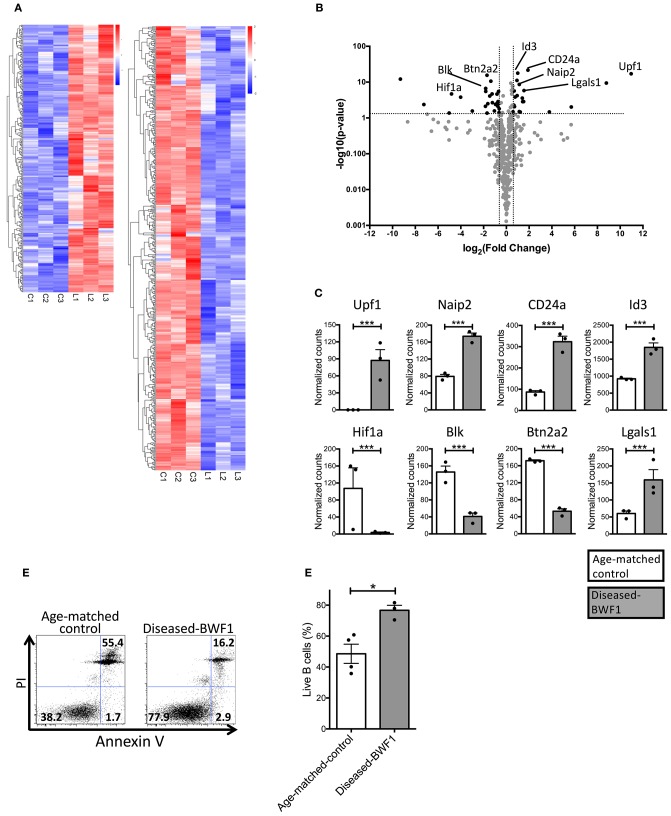
Thymic B cells from diseased-BWF1 mice present a transcriptional profile associated to cell survival. **(A)** RNAseq transcriptome analysis of thymic B cells from diseased-BWF1 and age-matched control mice. Heatmap shows genes that are upregulated (red) and downregulated (blue) with at least 1.5-fold change and adjusted *p* < 0.05 (detailed list of genes is provided in Supplementary Tables 1, 2). **(B)** Volcano plot of selected genes related to apoptosis and B cell development. **(C)** RNA-seq normalized counts for selected genes. White bars: age-matched control mice; gray bars: diseased BWF1 mice. **(D)** Flow cytometric analysis of live and apoptotic B cells as assessed by Annexin V and PI in cells from thymus of diseased-BWF1 mice and age-matched control mice. **(E)** Frequency of live thymic B cells (Annexin V^−^PI^−^) from diseased-BWF1 mice and age-matched control mice. Mann-Whitney's *t*-test, ^*^p ≤ 0.05, ^***^p ≤ 0.001.

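A list of genes that oppose apoptosis and a list of genes that promote it, both written before the data were examined, were tested with limma's camera on log2 CPM. The 56 tested identifiers of 24 anti-apoptotic genes had a mean log2 fold change of -0.077, with 29 higher and 27 lower in diseased-BWF1 mice (adjusted p = 0.998 by limma's camera). The 37 tested identifiers of 25 pro-apoptotic genes had a mean of -0.098, with 20 higher and 17 lower (adjusted p = 0.998 by limma's camera). Of the 14 lists tested, 0 passed an adjusted p-value of 0.05. Without a filter on low counts the mean of the anti-apoptotic list was 0.028, the opposite direction (adjusted p = 0.769 by limma's camera). Read at the identifier that follows in sorted order, the mean of the pro-apoptotic list was 0.037, also reversed. The paper lists Upf1 and Naip2 among upregulated genes related to B cell survival and development, states that the profile is associated with cell survival, and then measures survival by Annexin V and propidium iodide staining (Figures 3D,E).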

### The Thymus of Diseased-BWF1 Mice Harbor Functional Follicular Helper T Cells

In addition to the abnormal thymic structure and accumulation of B cells, characterization of the T cell thymic compartment of diseased BWF1 mice showed a significant reduction of CD4^+^CD8^+^ double-positive (DP) thymocytes compared to 3 and 5 month-old BWF1 mice (Figure 4), which is consistent with these animals exhibiting a smaller cortex, as observed by histology (Figure 1C). Along with the decrease of DP cells, we found an increase in the frequency of CD4^−^CD8^−^ double-negative cells (DN) and both CD4^+^ and CD8^+^ single-positive (SP) thymocytes compared to 3 and 5 month-old BWF1 mice and control mice (Figure 4). These results indicate that during the onset of the disease, the thymus of BWF1 autoimmune mice suffers significant changes in its T cell composition in addition to the accumulation of B cells. CD69 expression on DP cells was only transiently decreased in 3 months-old BWF1 mice, previous to developing proteinuria, suggesting that the process of positive selection is not altered during the disease (Supplementary Figure 4).

**Figure 4:**
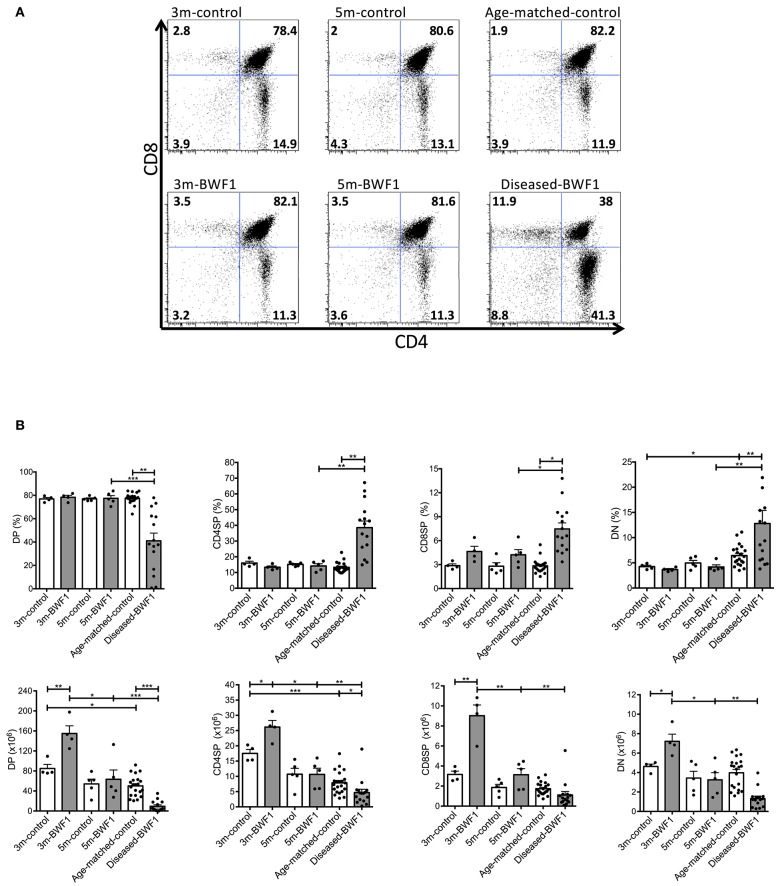
Subpopulations of thymocytes are altered in diseased-BWF1 mice. **(A)** Representative FACS analysis of thymic DP, CD4SP, CD8SP, and DN populations in BWF1 mice at different ages prior and after the onset of the disease and age-matched control mice. The cells were analyzed in a I-Ad^−^ gate (*n* = 4–15 mice per group). **(B)** Summary of the frequency (up) and the absolute number of thymocyte populations (down). Each dot represents one mouse. Student's *t*-test, ^*^p ≤ 0.05; ^**^p ≤ 0.01; ^***^p ≤ 0.001.

Interestingly, transcriptomic profiling of thymic B cells from diseased BWF1 mice further revealed the increased expression of Id3 and Lgals1 (Figures 3B,C), two genes known to support the maintenance of germinal center B cells and humoral immune response (40–42). Therefore, we investigated whether the frequency and number of follicular helper T (T_FH_) cells were enhanced in the thymus of diseased-BWF1 mice. tSNE analysis on CD4^+^ T cells allowed us to dissect the composition of the naive (CD44^lo^) and antigen experienced (CD44^hi^) T cell thymic compartments. 

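Id3, an inhibitor of E protein transcription factors, was read at NM_008321.2 and had 899 ± 16.6 normalized counts (SD, n = 3) in control mice and 1870.3 ± 268 (SD, n = 3) in diseased-BWF1 mice. Its log2 fold change was 1.04 (standard error 0.109, adjusted p = 0.0288 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each mouse in turn, the adjusted p of Id3 by edgeR was between 0.0331 and 0.154. Lgals1, which encodes galectin-1, was read at NM_008495.2 and had 58.6 ± 12.3 normalized counts (SD, n = 3) in control mice and 159 ± 44.7 (SD, n = 3) in diseased-BWF1 mice. Its log2 fold change was 1.43 (standard error 0.284, adjusted p = 0.103 by the same edgeR test), which did not pass the threshold. At the following identifier in sorted order the log2 fold change was -0.22 for Id3 and -0.53 for Lgals1, both reversed and neither past the thresholds. The preceding identifiers belong to Irf8 and Lfng. Over 29 identifiers of 16 germinal center B cell genes, listed before the data were examined, the mean log2 fold change was 0.31, with 21 higher and 8 lower (adjusted p = 0.443 by limma's camera). Read at the following identifier it was 0.24, with 29 higher and 11 lower (adjusted p = 0.178 by limma's camera).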

As shown in Figure 5A, Supplementary Figures 5A,B, we observed an abundance of antigen-experienced CD44hi T cells in the thymus from diseased-BWF1 mice compared to age-matched control mice. The increase in antigen experienced T cells in diseased mice is concomitant to a reduction in the immature and mature naïve T cells (Supplementary Figures 6A,B). Among thymic antigen-experienced CD4+ T cells found in diseased-BWF1, we detected a variety of different subsets such as memory tissue-resident CD103^+^, some of which also express CD69. We also observed an increase in the frequency of regulatory T cells in diseased mice (Supplementary Figures 6A,B). Moreover, tSNE analysis revealed the appearance in diseased mice of a subset with T_FH_ phenotype co-expressing PD-1 and CXCR5, which was absent in age-matched controls (Figure 5A). Further analysis revealed that the percentage and absolute numbers of PD-1^+^CXCR5^+^ increased dramatically in the thymus of diseased BWF1 mice compared to the thymus of age-matched control mice (Figures 5B,C). These thymus-residing PD-1^+^CXCR5^+^ cells express high levels of Bcl-6, a transcription factor that specifies T_FH_ program (Supplementary Figure 7). These results suggest that the presence of B cells and GC-like structures in the thymus of diseased BWF1 mice may be associated to the appearance of T_FH_ cells.

**Figure 5:**
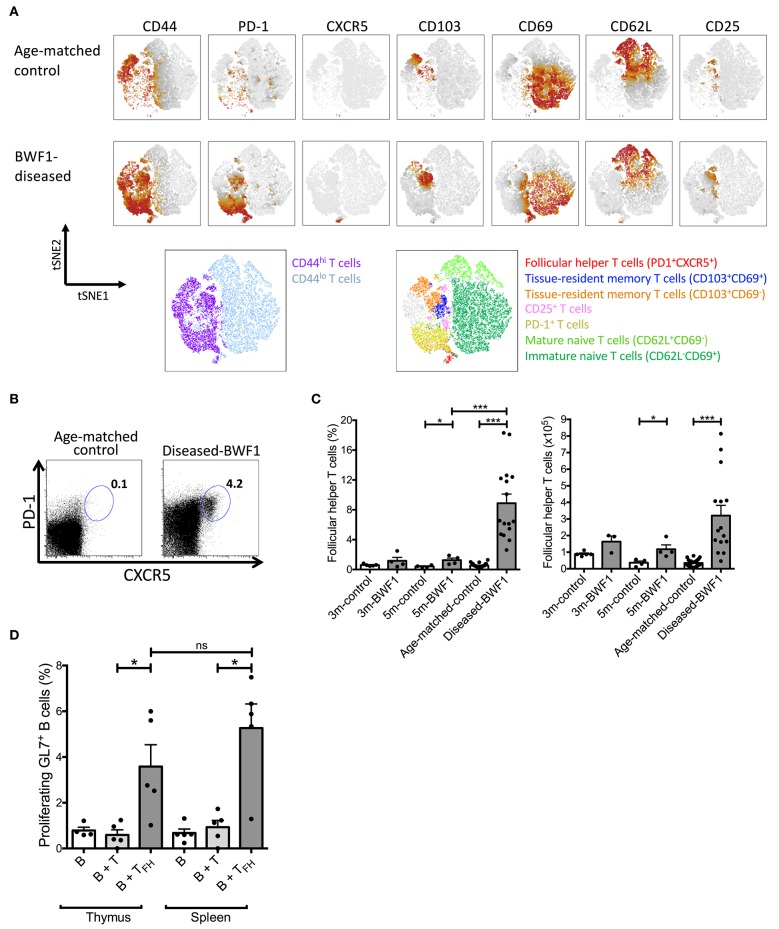
Functional follicular helper T cells increase in the thymus of diseased-BWF1 mice. **(A)** tSNE analysis of CD4SP (CD4^+^CD8^−^ gate) cells of diseased-BWF1 and age-matched-control mice. Bottom panel shows populations colored by manual gating. **(B)** Flow cytometry plots of PD-1 and CXCR5 expression in CD4SP cells from the thymus of diseased-BWF1 mice and age-matched-control. **(C)** Frequency and absolute number of follicular T helper cells (PD-1^+^CXCR5^+^) in BWF1 mice at different ages prior and after the onset of the disease and age-matched control mice. Each dot represents one mouse (*n* = 4–16 mice). Student's *t*-test, ^*^p ≤ 0.05; ^***^p ≤ 0.001. **(D)** Percentage of proliferating thymic GL7^+^ B cells (CD19^+^) after coculture with either PD-1^+^CXCR5^+^ thymic follicular helper T cells (B+T_FH_) or thymic PD-1^−^CXCR5^−^ non-follicular CD4^+^ T cells (B+T) isolated from diseased-BWF1 mice. The same experiments were performed with cells from spleen. Each dot represents one mouse (*n* = 4–5 mice). Student's *t*-test, ^*^p ≤ 0.05.

Similar to the role of T_FH_ cells in B-cell maturation during normal immune responses, results from animal models of SLE as well as from patients with this disease indicates that T_FH_ cells are required for autoantibody production (43, 44). To evaluate if T_FH_ present in the thymus of diseased mice could drive B cell activation and proliferation, we performed *in vitro* co-culture assays with sorted thymic T_FH_ and B cells from diseased BWF1 mice (45). Thymic T_FH_ from diseased BWF1 mice induced the proliferation of activated GL7+ B cells to a similar level as splenic T_FH_ obtained from BWF1 mice (Figure 5D). Of note, non-T_FH_ CD4^+^ T cells from either thymus or spleen were unable to induce proliferation of activated B cells (Figure 5D). These results indicate that T_FH_ present in the thymus of autoimmune mice are functional and possibly contribute to the activation and expansion of thymic B cells in diseased BWF1 mice.

### Thymic B Cells From Diseased BWF1 Mice Induce the Differentiation of Follicular Helper T Cells

It is known that B cells support T_FH_ cell differentiation via OX40L in the spleen (46, 47). This evidence prompted us to investigate whether thymic B cells could promote the differentiation of thymic T_FH_ cells. Accordingly, we found an increase in the frequency of thymic B cells expressing OX40L (2-fold) in diseased mice compared to age-matched controls (Figures 6A,B). Additionally, we did not find any differences in the expression of co-stimulatory molecules (CD83, CD86, and CD40) and the antigen presenting molecule (I-Ad) between B cells from diseased BWF1 mice and age-matched-control mice (Supplementary Figure 8). To demonstrate that thymic B cells favor the development of T_FH_ cells, we carried out co-culturing experiments of thymus B cells and thymocytes from control animals in the presence of IL-7. We observed that thymic B cells from diseased mice generate a more significant percentage of T_FH_ cells (PD-1^+^CXCR5^+^) than thymic B cells from age-matched control mice (5.2% with BWF1 B cells vs. 1.3% with control B cells) (Figures 6C,D). Splenic B cells were also are capable of inducing the differentiation of thymocytes to T_FH_ (Supplementary Figure 9). Of note, thymic B cells from diseased-BWF1 mice induced a higher proliferation of CD4^+^SP thymocytes than B cells from age-matched control mice (Figure 6E) but there were no differences in CD25 expression between the different conditions (data not shown). To evaluate whether OX40L is important to support the T_FH_ differentiation we performed the culture of thymic B cells from diseased-BWF1 mice with thymocytes in presence of an OX40L blocking antibody and we found a reduction on T_FH_ differentiation and proliferation of the CD4^+^SP thymocytes (Supplementary Figure 10). These results suggest that thymic B cells from diseased mice support the differentiation of thymocytes into T_FH_ cells through OX40L.

**Figure 6:**
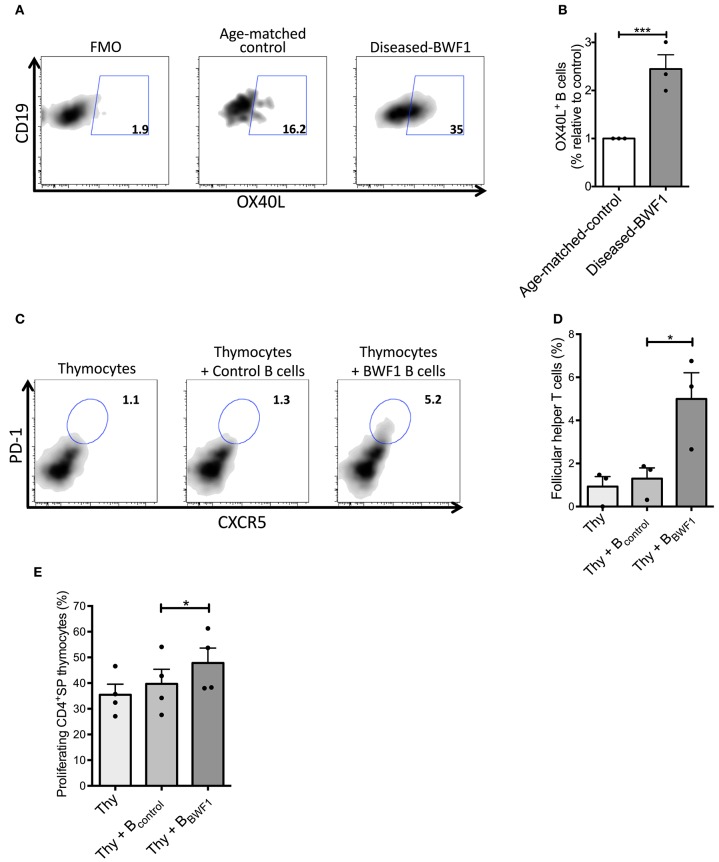
Thymic B cells favor the expansion of follicular helper T cells in diseased-BWF1 mice. **(A)** Flow cytometry plots of OX40L expression in thymic B cells from diseased-BWF1 and age-matched-control mice following 5-days activation with anti-IgM and anti-CD40. **(B)** Frequency of thymic OX40L^+^ B cells from diseased-BWF1 relative to OX40L^+^ B cells from age-matched-control mice. Data represent three independent experiments. Wilcoxon signed rank's test, ^***^p ≤ 0.001. **(C)** Flow cytometry plots and **(D)** frequency of PD-1^+^CXCR5^+^ follicular helper T cells (in a CD4^+^CD8^−^ gate) 5 days after co-culture of thymocytes (Thy) with thymic B cells from diseased-BWF1 (Thy+B_BWF1_) or age-matched control mice (Thy+B_control_), in presence of IL-7 (6 ng/ml). Data shows representative results of three independent experiments. **(E)** Proliferation of CD4SP thymocytes assessed by cell-trace violet dilution after co-culture of control thymocytes (Thy) with thymic B cells from diseased-BWF1 (Thy+B_BWF1_) or age-matched control mice (Thy+B_control_). Data represent the results of three independent experiments. ^*^p ≤ 0.05.

## Discussion and Conclusion

SLE is a chronic autoimmune disease of unknown etiology characterized by the formation of immune complexes, which are deposited in tissues causing inflammation. In SLE, both T and B cells are overactivated and recognize autoantigens related to nuclear proteins. Although the presence of B cells in the thymus in BWF1 mice, a murine model of SLE, has already been demonstrated (24, 25), the development of this population during the progression of this autoimmune disease remains mostly unexplored. Using the BWF1 mice, here we report an increase in the number and frequency of B cells, plasma cells, and follicular helper T cells (T_FH_) in the thymus of lupus diseased mice. Moreover, our data provide evidence that these B cells proliferate and cluster in ectopic germinal centers within the perivascular space (PVS) of the thymus. Additionally, thymic cells obtained from diseased mice produce IgG anti-dsDNA antibodies demonstrating the presence of autoantibody-secreting cells. Finally, we demonstrate that thymic B cells from diseased-BWF1 mice favor the differentiation of T_FH_, which may, in turn, promote the activation and differentiation of B cells into autoreactive plasma cells in the thymus.

Previous studies have shown the presence of B cells in the thymus, which has been attributed a role of antigen-presenting cells involved in the negative selection of T cells (10–12). However, we demonstrated that the thymus of diseased mice loses the classical structure defined by the functional separation in cortex and medulla, where the processes of selection of the T cells occur. This observation led us to investigate whether these B cells might be involved in different processes independent of antigen presentation and negative selection of T cells. In this line, Pinto and collaborators have reported that thymic B cells produce autoantibodies that attack the thymic stroma, an event that precedes the development of type 1 diabetes (20). Moreover, our previous results demonstrated that the human thymus, as it ages may provide a niche for viral-specific plasma cells (14). The novel data presented here showing the presence of ectopic germinal centers, auto-antibody secreting plasma cells, and T_FH_ cells strongly argue in favor of the idea that during an autoimmune response, the thymus may acquire a new function as a niche suitable for the development of a humoral immune response.

An important finding presented here is that during the development of the autoimmune response, there is a significant increase in the frequency of B cells present in the thymus of BWF1 mice. This is not only a consequence of enrichment of B cells due to the reduction of double-positive thymocytes since as we report, there is a 6-fold increase in the absolute number of thymic B cells in diseased-BWF1 mice. An unresolved question that arises from this work is the origin of the B cells that accumulate in the thymus of diseased-BWF1 mice. Adoptive transfer experiments with splenic B cells as well as experiments with parabionts have shown that migration of peripheral B cells to the thymus in steady-state conditions does not contribute significantly to the pool of thymic B cells (11, 48, 49). However, under inflammatory conditions such as systemic LPS treatment, *Candida albicans* or *Trypanosoma cruzi* infection, it was demonstrated that mature B and T cells could efficiently migrate to the thymus (50). Thus, an intriguing possibility is that during chronic inflammation in autoimmune BWF1 mice, B cells from the periphery may continuously migrate to the thymus where they survive, proliferate, and differentiate into plasma cells.

The central role of the CXCL13 chemokine (B lymphocyte chemoattractant or BLC) in the recruitment of B cells to the thymus has already been established (51). Using a murine model of myasthenia gravis, Weiss et al. demonstrated that although thymic overexpression of CXCL13 under steady-state condition does not induce B cell recruitment to the thymus, under inflammatory conditions such as after immunization with Poly (I:C), CXCL13 overexpression enhanced B cell migration to this organ (52). In the murine model of SLE, the group of Matsushima demonstrated that dendritic cells in the thymus of BWF1 mice produce CXCL13 which attracts B cells to this organ during the development of the disease (24). The same group further explored this possibility and showed that when B cells are injected intravenously, they can enter the thymic PVS and the medulla of aged BWF1 mice (25). Thus, CXCL13 production in the thymus under inflammatory conditions may be sufficient to drive B cell migration to this organ.

Further evidence of B cell lymphopoiesis within the thymus was previously reported by Perera et al. where the authors use the Rag2-GFP reporter mice and demonstrate that B cells can develop from precursors within the thymus (11). Thus, it may be possible that during the autoimmune response, B cell lymphopoiesis within the thymus might be enhanced or there might be an increase in the survival of B cells in this organ. 

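In the RNAseq of thymic B cells, 35 tested identifiers of 29 genes of cycling cells, listed before the data were examined, had a mean log2 fold change of -0.11 between diseased-BWF1 and age-matched control mice, with 20 higher and 15 lower in diseased-BWF1 mice (adjusted p = 0.998 by limma's camera). With 1 of the 6 mice left out the mean lay between -0.28 and 0.10, and none of these 6 fits passed an adjusted p-value of 0.05. These values were read at the labelled identifiers, whose gene names are uncertain. At the identifier that follows in sorted order the mean was -0.016, with 23 higher and 28 lower (adjusted p = 0.8875 by limma's camera).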

Whether B cells come from the periphery or are differentiated *in situ*, our RNAseq data supports the idea that within the autoimmune thymus, B cells might be exposed to an altered environment that effectively boosts their proliferation and survival. Thus, in any possible scenario, the accumulation of B cells may be favored by remarkable changes in the thymic niche during the autoimmune response supporting B cell survival and/or differentiation.

Several studies support a role of IL-7 and Delta like 4 (Dll4)-Notch signaling pathways in regulating lymphocyte development in the thymus. The group of El-Kassar has demonstrated that transgenic mice that overexpress IL-7 show a dysregulation in thymocyte populations and an increase of B cell populations due to an induction of B -lymphopoiesis in the thymus. Interestingly, the treatment with IL-7 blocking antibodies reduces B cell populations in this organ (53). On the other hand, Billiard and collaborators have shown that anti-Dll4 treatment reduces thymocyte populations favoring the expansion of mature B cells in the thymus (54). Accordingly, it would be interesting to study IL-7 levels and Dll4 expression in the thymus of diseased-BWF1 mice in order to evaluate the contribution of these pathways in the aberrant cellular composition we observe in these mice.

The germinal center is a structure typically developed in secondary lymphoid organs where antigen-specific B cells receive the proper differentiation signals from T_FH_, proliferate, and undergo somatic hypermutation. Germinal centers form in the center of the B cell follicles of secondary lymphoid organs, interspersed within a network of stromal cells known as follicular dendritic cells (FDCs) (55, 56). The presence of ectopic germinal centers has been widely reported in the thymus of patients with myasthenia gravis, an autoimmune disease characterized by the presence of anti-acetylcholine receptor autoantibodies. In this disease, the development of thymic follicular hyperplasia is frequently observed, with the presence of ectopic germinal centers, characterized by the presence of T_FH_ cells, B cells, and FDCs (57, 58). Our own unpublished results show that the thymus of BWF1 diseased mice present CD21/CD35+ cells within the CD45- compartment, however, we cannot rule out that these cells are B cells with lower CD45 staining or a subset of thymic epithelial cells that express CD21/CD35 as self-antigens. Although here we present significant evidence that the thymus of BWF1 diseased mice also develops ectopic germinal centers (B cell organization in the tissue, presence of T_FH_ cells and plasma cells), further studies should elucidate if these structures resemble canonical lymph node germinal centers and demonstrate that thymic B cells undergo somatic hypermutation locally.

Using a different murine model of SLE, the B6*.Sle16* lupus-prone mice, it was reported that B cells support the generation of T_FH_ through OX40L expression (46). In that report, the authors demonstrate that the ablation of OX40L expression, specifically in B cells, results in the reduction of T_FH_ and a significant decrease in the autoimmune response in these mice. In agreement with a role of OX40L in the induction of T_FH_, we also show that in the diseased-BWF1 mice, there is an increase in the frequency of T_FH_ along with an increase in thymic B cells that express OX40L compared to control mice. Moreover, we demonstrate that only thymic B cells from diseased-BWF1 mice have the capacity to induce the differentiation of thymocytes to T_FH_ in an OX40L dependent fashion. Thus, our results recapitulate the role of OX40/OX40L interactions in the generation of the germinal center reaction observed in secondary lymphoid organs in lupus-prone mice reported by Cortini and collaborators (46). This leads us to propose that the germinal center reaction found in the thymus of lupus-prone mice is directly responsible for the generation of the auto-antibody secreting plasma cells in this organ rather that being the result of plasma cells arriving from the periphery. Activation of autoreactive B cells and differentiation into autoantibody producing plasma cells in germinal centers within the thymus may be favored by the interaction with T_FH_. Finally, thymic B cells may also induce the differentiation of CD4^+^ T cells to T_FH_, generating a positive feedback loop that sustains the humoral immune response within the thymus.

Interestingly, thymic morphological and functional alterations observed in the BWF1 and SLE patients have been described in several other autoimmune diseases including *myasthenia gravis*, type 1 diabetes, Sjogren's syndrome and ulcerative colitis (5, 20). Despite the distinct pathophysiological features, all these alterations have in common chronic inflammation, which may be hijacking the normal thymic function of T cell repertoire selection to establish a niche that sustains the humoral immune response. Studies on thymectomized BWF1 mice could give some insight into the role of the thymus as a source of autoantibodies and its real contribution to the development of the disease.

## Data Availability Statement

The datasets generated for this study can be found in the in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE147359.

## Ethics Statement

The animal study was reviewed and approved by Comité de Bioetica de Fundacion Ciencia y Vida and CICUA from Universidad de Chile.

## Author Contributions

YH designed the study, performed experiments, analyzed the data, and wrote the manuscript. SN, MF, FF-S, PS, VM, and JD performed experiments and analyzed the data. MB, DS, SN, MR, EZ, and AL-D designed the study, analyzed the data, and wrote the manuscript. All authors critically read the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Thymic B Cells Promote Germinal Center-Like Structures and the Expansion of Follicular Helper T Cells in Lupus-Prone Mice
**Source:** Front Immunol. 2020 Apr 28;11:696. doi: 10.3389/fimmu.2020.00696

Supplementary Figure 1

Thymus from diseased-BWF1 mice

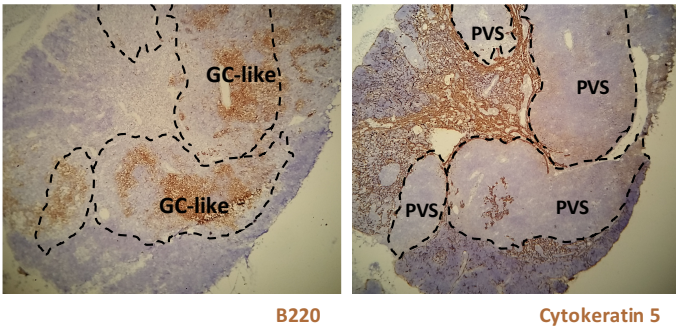

Supplementary Figure 2

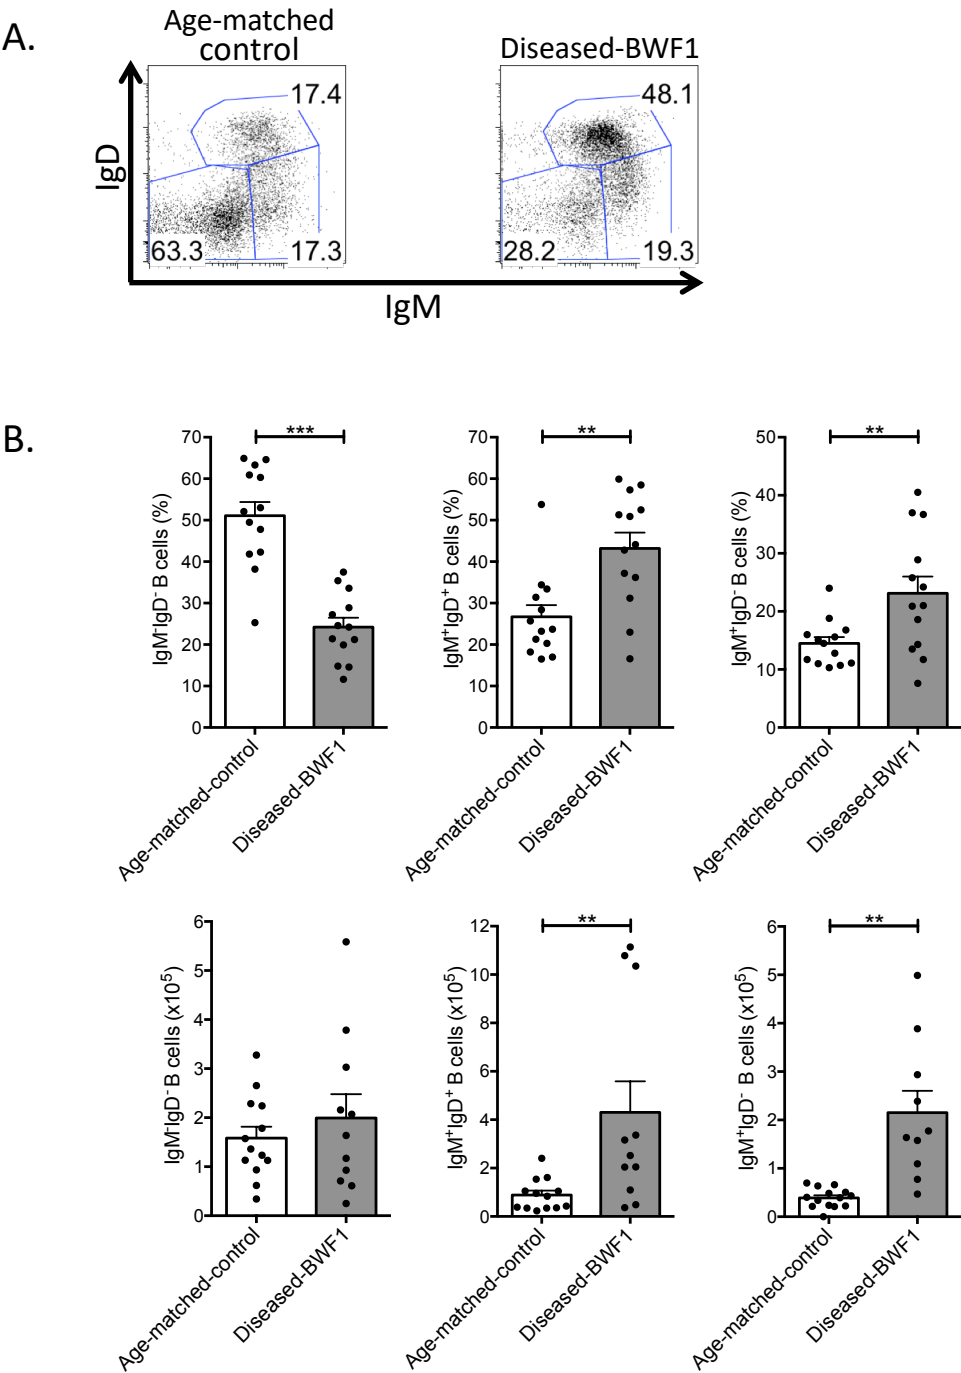

Supplementary Figure 3

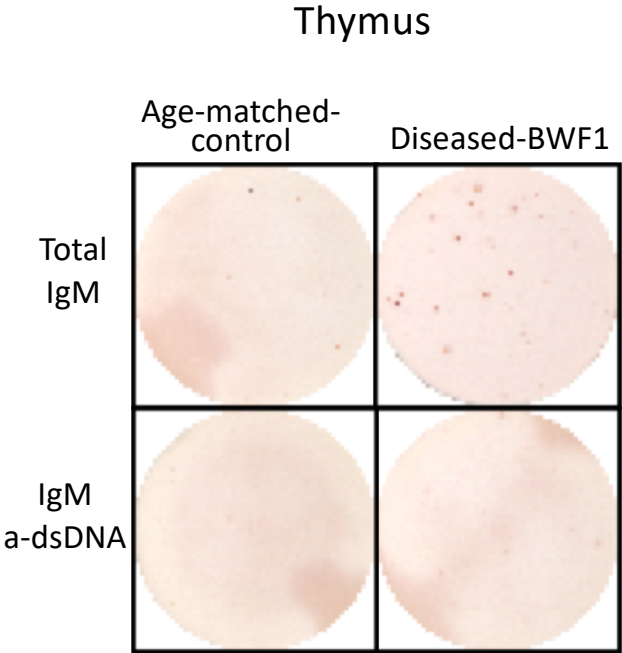

Supplementary Figure 4

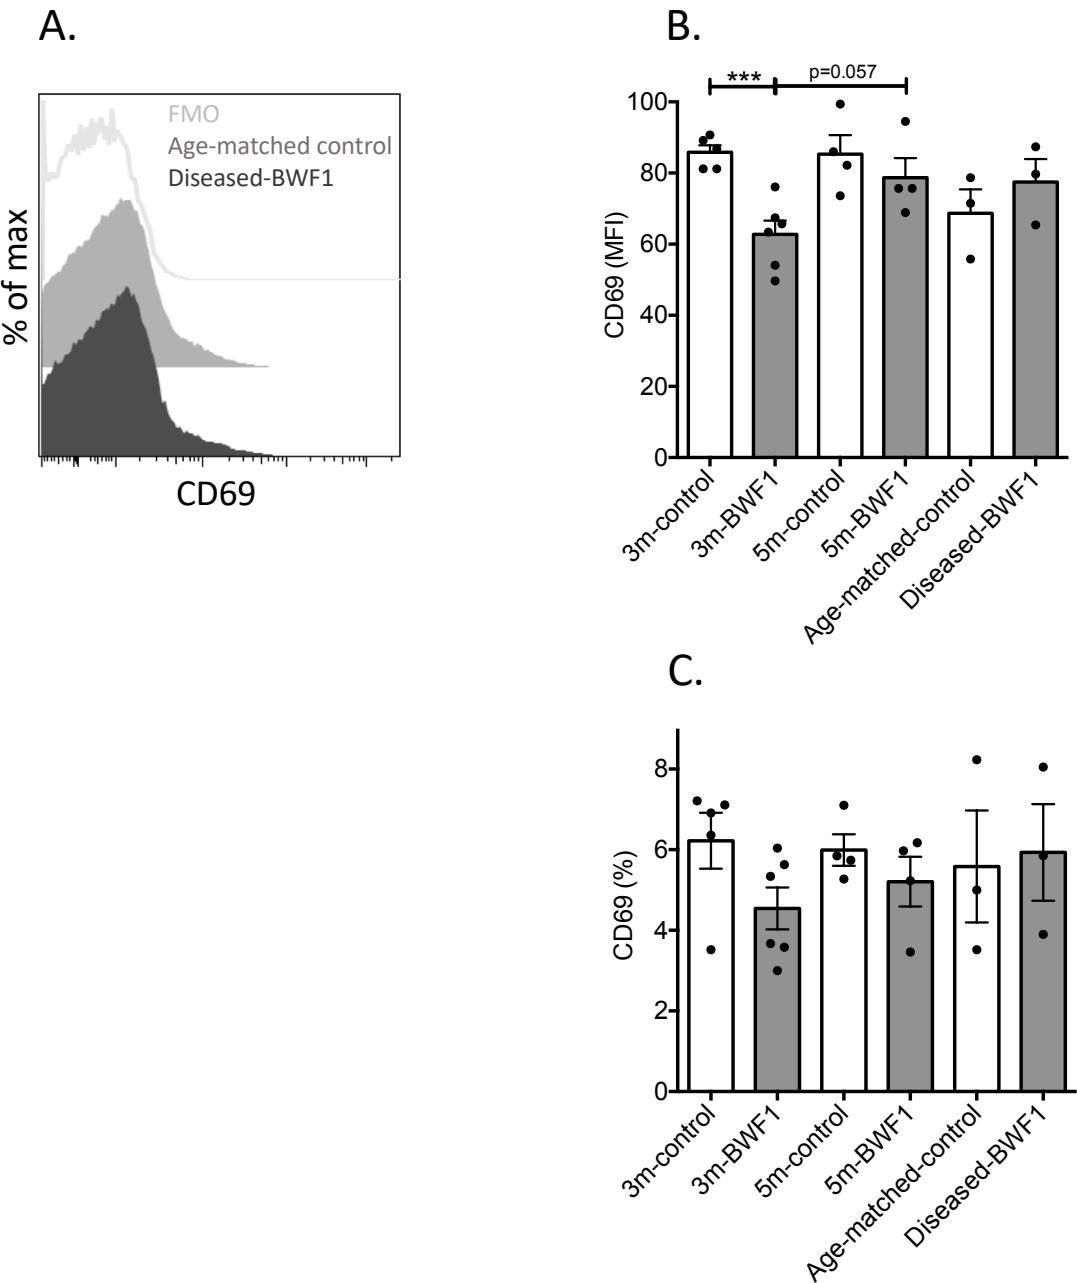

Supplementary Figure 5

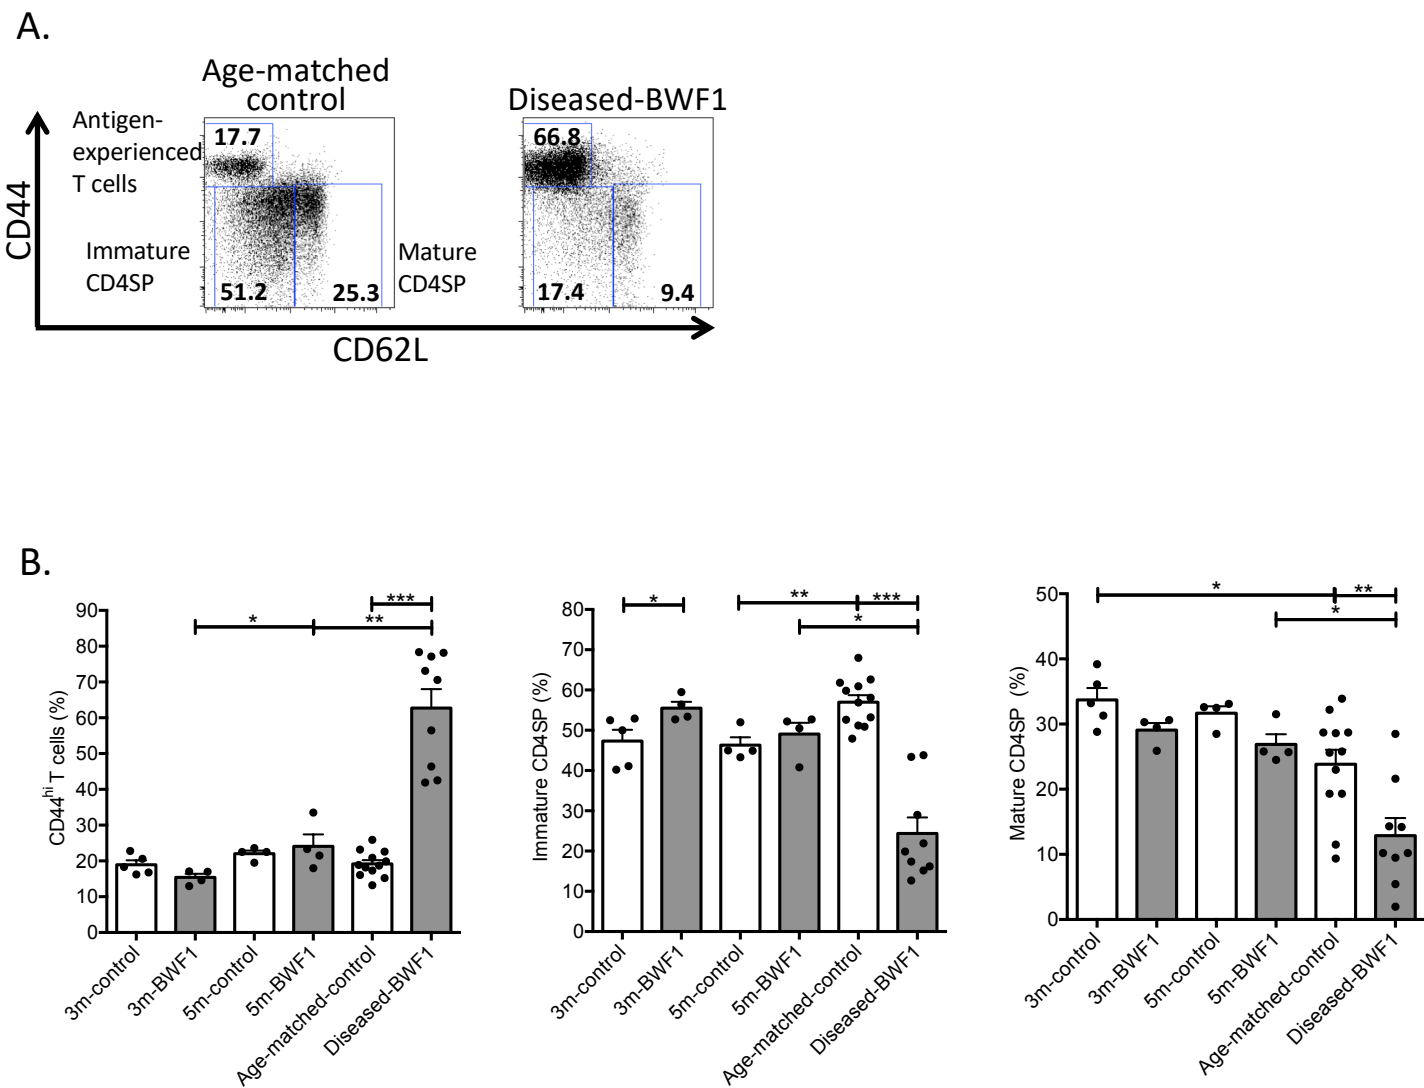

Supplementary Figure 6

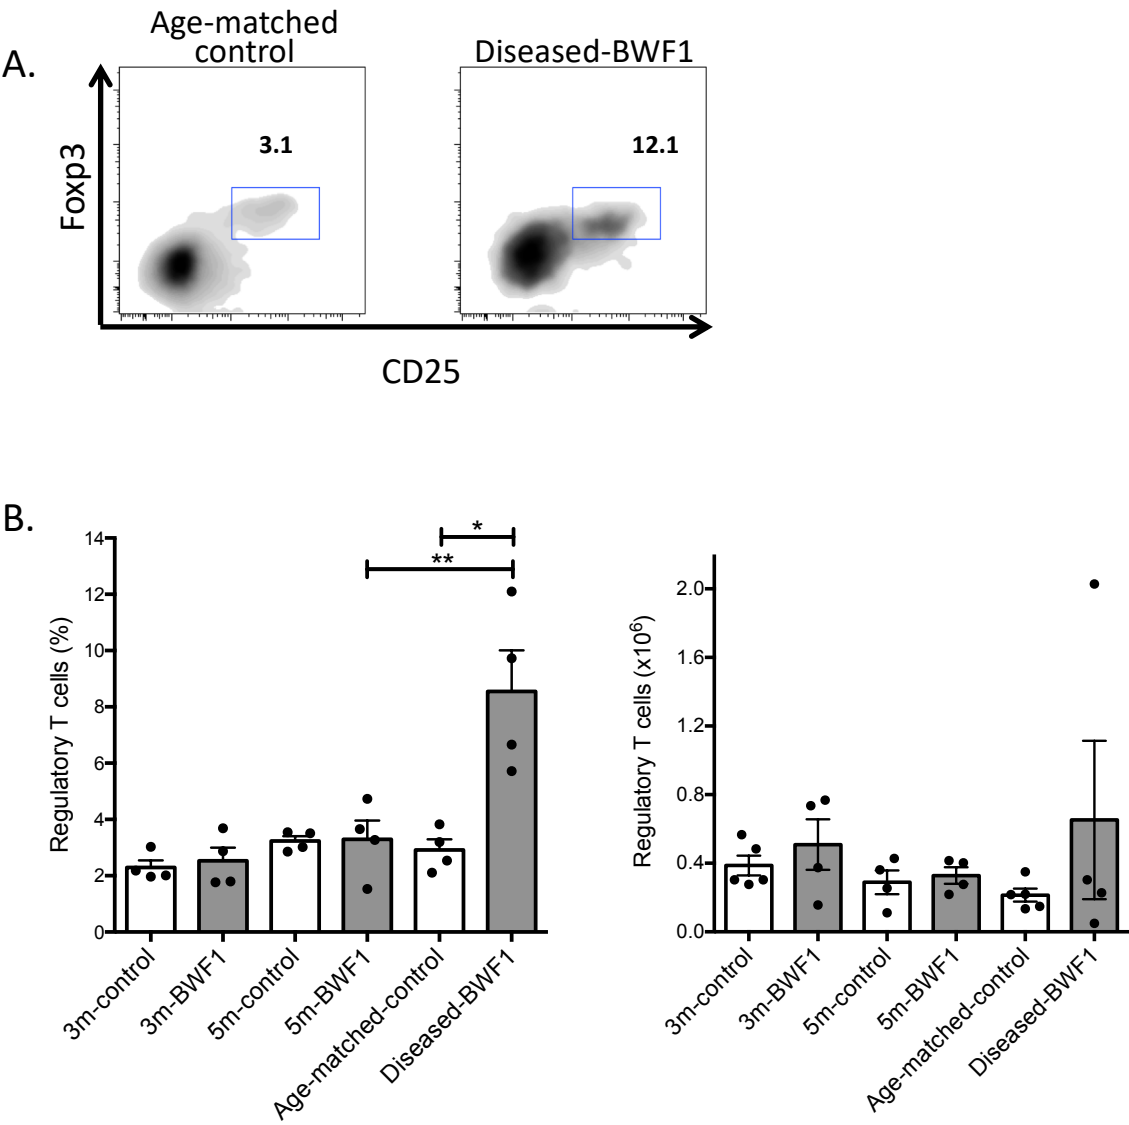

Supplementary Figure 7

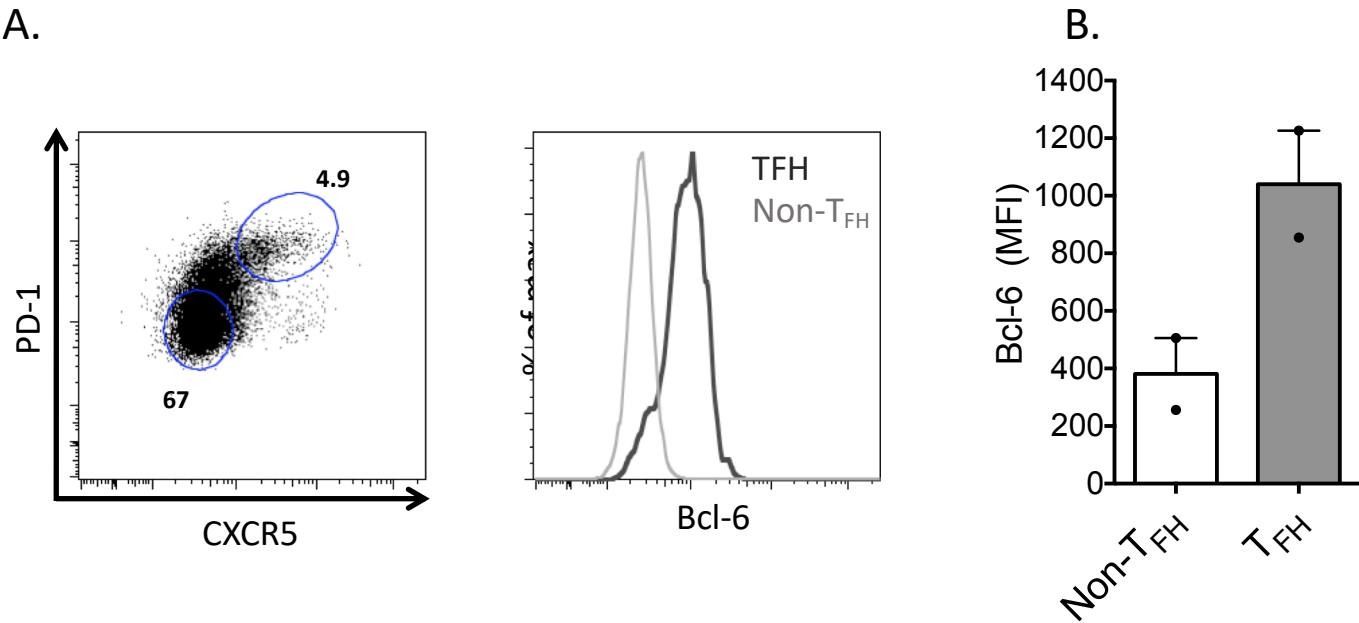

Supplementary Figure 8

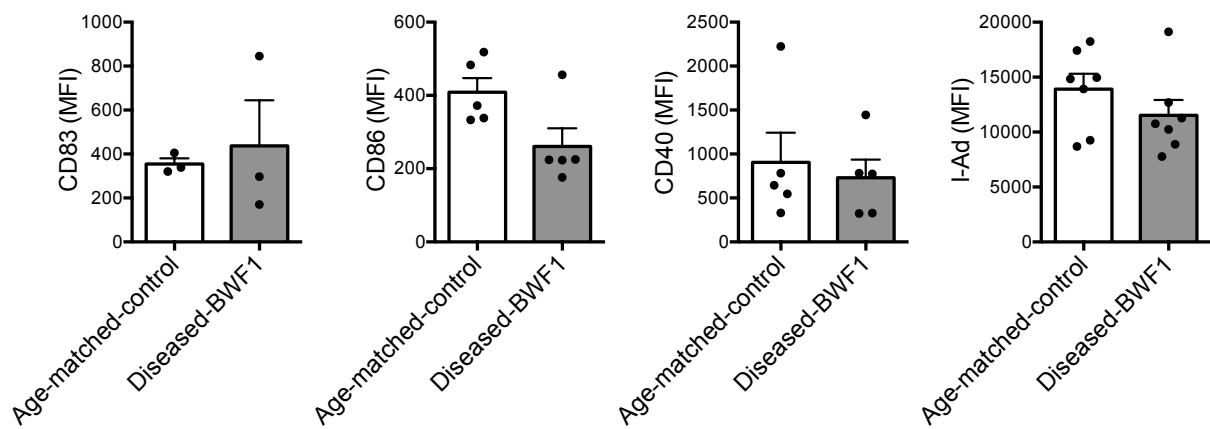

Supplementary Figure 9

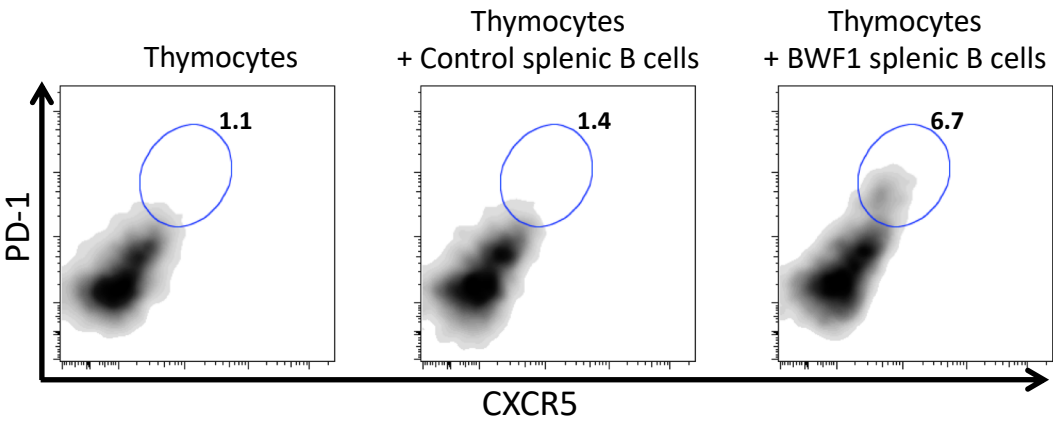

Supplementary Figure 10

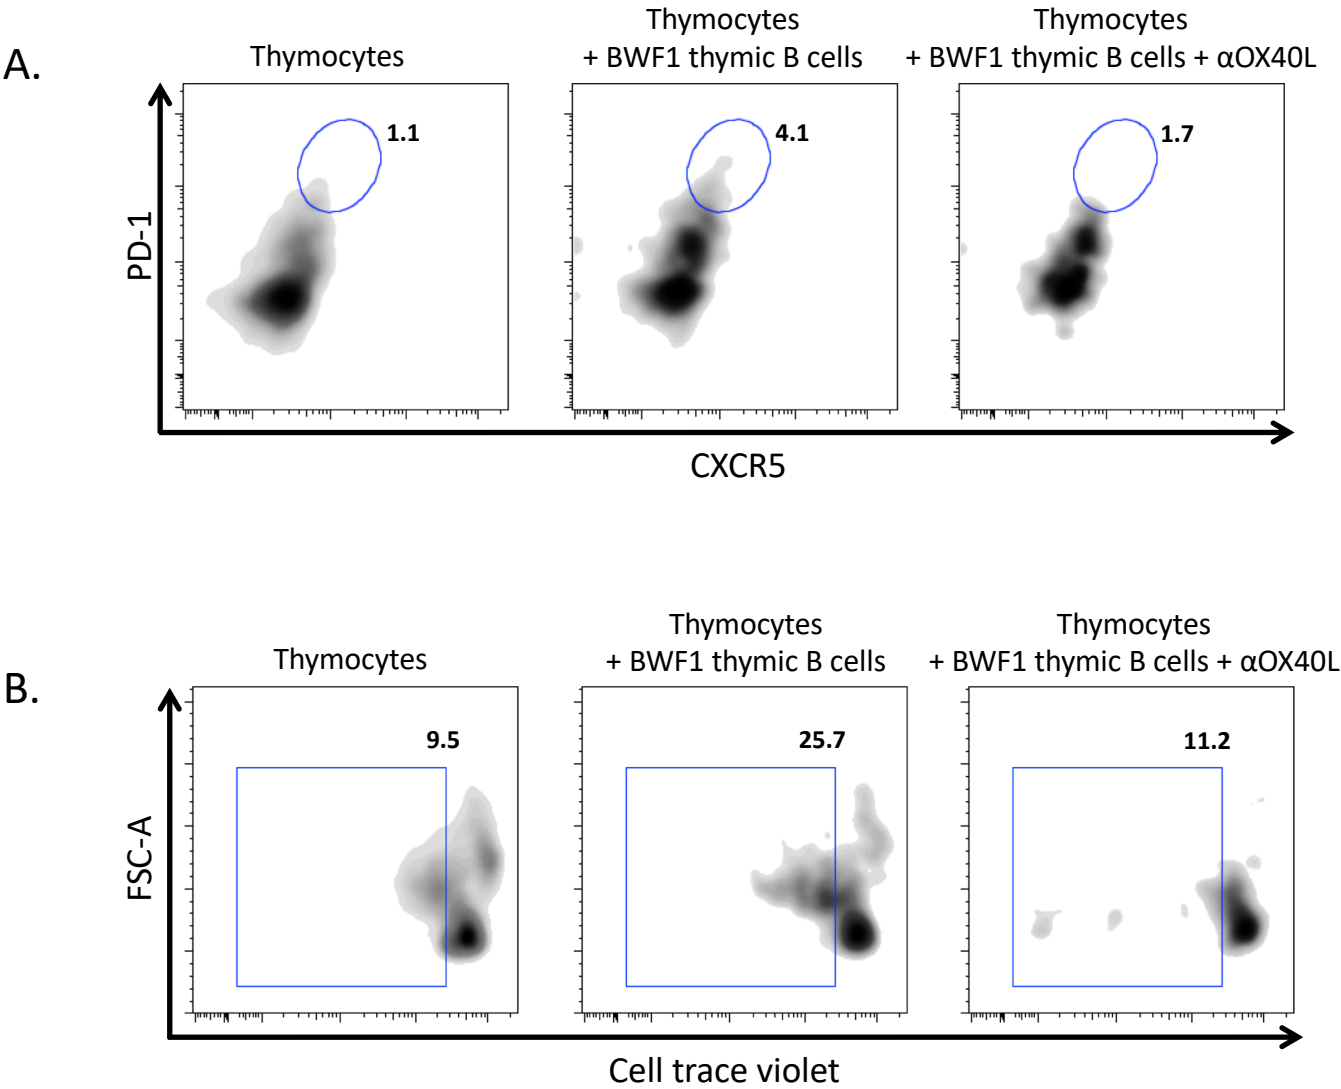

**Supplement:** Supplementary Figure 1 — Thymic B cells from diseased-BWF1 mice are localized in perivascular spaces. Representative images of thymic tissue from diseased-BWF1 stained with B220 (left panel) and cytokeratin 5 (right panel).

# Supplementary material for: Thymic B Cells Promote Germinal Center-Like Structures and the Expansion of Follicular Helper T Cells in Lupus-Prone Mice
**Source:** Front Immunol. 2020 Apr 28;11:696. doi: 10.3389/fimmu.2020.00696
**Supplement:** Supplementary Table 1 — RNAseq. List of genes upregulated in thymic B cells from diseased-BWF1 compared to thymic B cells from age-matched control mice. The genes in the list were selected with at least 1.5-fold change and p-value < 0.05.

**Supplementary table 1.** RNAseq. List of genes upregulated in thymic B cells from diseased-BWF1 compared to thymic B cells from age-matched control mice. The genes in the list were selected with at least 1.5-fold change and p-value < 0.05.

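At an unadjusted p-value under 0.05 and a fold change of at least 1.5, edgeR's quasi-likelihood test placed 923 identifiers higher in thymic B cells from diseased-BWF1 mice, and DESeq2's Wald test placed 1673 higher.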

**Supplementary table 2.** RNA-seq. Genes downregulated in thymic B cells from diseased-BWF1 compared to thymic B cells from age-matched control mice. The genes in the list were selected with at least 1.5-fold change and p value < 0.05.

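At the same unadjusted threshold, 908 identifiers were lower in thymic B cells from diseased-BWF1 mice by edgeR's quasi-likelihood test and 1822 by DESeq2's Wald test.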

How the deposited data were processed for this re-analysis (not part of the article)

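RNAseq was carried out by the authors on thymic B cells sorted from 3 diseased-BWF1 mice and 3 age-matched control mice, with KAPA Stranded mRNA-Seq libraries and paired-end reads on a MiSeq. The authors deposited raw counts, whole numbers per RefSeq transcript identifier, in 1 file per mouse and without normalization. The 57181 identifiers comprise 19177 NM, 2602 NR, 24552 XM and 10850 XR accessions, and 0 of them are at 0 in all 6 samples. The aligner, the counting tool and the genome build are not named in the paper's text, which names DESeq2 for normalization. The paper's step from transcripts to genes is not described there, so identifiers were tested as deposited.

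The group of each mouse was taken from the strain and genotype in the sample labels and the replicate from the number in the sample title, 1 to 3 for control and 4 to 6 for diseased-BWF1 mice. The numbers used for the replicate block come from the deposited files' names, where each group is numbered 1 to 3. The same-numbered mice are different animals.

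Counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, robust quasi-likelihood fit) in R 4.3.3, with Benjamini-Hochberg adjustment over the 22620 identifiers tested. An identifier was called at an adjusted p-value under 0.05 and a fold change of at least 1.5. Normalized counts are counts divided by the size factors of DESeq2 1.42.0. Lists of genes were tested with camera in limma 3.58.1 on log2 CPM (prior count 2). A fold against a group with 3 counts or fewer in every sample was computed against 3 counts. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

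The tests were tried on simulated data with 200 of 22620 identifiers changed, all by the same fold up or down and all with a mean above the median. With the dispersions of these data edgeR recovered 33% of the changed identifiers and 2.94% of its calls were false, while DESeq2 recovered 68% and 51.9% of its calls were false. At a dispersion of 0.05 edgeR recovered 100% with 4.31% false calls and DESeq2 recovered 99.5% with 3.87% false calls. The share of false calls depends on how many identifiers are changed, so 51.9% is not an estimate for the real data. There DESeq2 called 1380 identifiers, against 158 to 273 in other splits of the samples. Camera placed the changed list at an adjusted p of 2.05e-46 in data simulated for 22620 identifiers. That check used a dispersion of 0.05, identifiers drawn independently and every member of the list raised by the same fold. It was not run with the dispersions of these data, so it does not show how well the list tests detect a change here.

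The genes named are the 8 of Figure 3C, the genes of the 14 lists written before the data were examined, and the 4 highest and 4 lowest called identifiers by log2 fold change whose groups do not overlap and whose mean normalized count is at least 20 in the higher group. For each gene of Figure 3C the NM identifier with the most counts over the 6 samples was used. That choice of identifier was set after the values had been seen. Ribosomal protein, olfactory receptor and vomeronasal receptor transcripts were used only to check the place of the counts. Symbols were matched by accession to a RefSeq table of GRCm38.p6, with 46773 identifiers (81.8%) and 22562 symbols found, 25281 of them with the same version. The place of an identifier was taken in the sorted list of the 130707 accessions of the files and the table together.

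Alternatives set before the data were examined were other normalizations, DESeq2, limma-voom, a fit that is not robust, other filters, unadjusted p-values, a test against a fold change of 1.5, age as a covariate, a replicate block, removal of immunoglobulin, T cell receptor and MHC genes, sums per gene symbol, and each mouse left out. A further 13 settings of the count tests, with NM or NR transcripts alone or summed, with sums per gene symbol at the next identifier, and without the 2 identifiers with the most counts (under TMM and under total count normalization), and the reading at the next identifier, with its 12 alternatives for the 3 lists past the threshold there, were chosen after seeing the data. Each of the 10 splits of the 6 samples into 3 and 3 was fitted as well. Depth was between 2788236 and 3449358 counts per sample. Genomic coordinates were not used here.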

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

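The test of the splits of the number of identifiers was set before its result was seen, and the tests of reads shared between isoforms of one gene, of the place of the counts and of the 2 identifiers with the most counts were chosen only after the result was seen.

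4 identifiers that the paper does not discuss had 3 counts or fewer in every control mouse and high counts in each of the 3 diseased-BWF1 mice. They were NM_030256.2 (labelled Bcl9l), with 401 ± 44.4 normalized counts (SD, n = 3) in diseased-BWF1 mice, XM_017320561.1 with 3559 ± 409, XM_017316278.1 with 161 ± 32.2 and XM_017315326.1 (labelled Dync1i2) with 130 ± 40.3. These are at least 134-fold, 1186-fold, 53.6-fold and 43.2-fold higher than the floor. The adjusted p by edgeR's quasi-likelihood test was 0.00531, 0.00139, 0.0211 and 0.0349, each higher in 3 of 3 diseased-BWF1 mice than in any control mouse. In the same order, the adjusted p was 0.0518, 0.0144, 0.0941 and 0.119 with age as a covariate in edgeR, and 0.0481, 0.192, 0.122 and 0.191 by limma-voom. Of the 6 fits with edgeR that each left out one mouse, NM_030256.2 passed both thresholds in 4 (adjusted p between 0.0173 and 0.0777), XM_017320561.1 in 6 (between 0.00520 and 0.0208), and XM_017316278.1 (between 0.0730 and 0.127) and XM_017315326.1 (between 0.103 and 0.127) in 0. In the test against a fold change of 1.5 in edgeR, XM_017315326.1 had an adjusted p of 0.0667. The genes of XM_017320561.1 and XM_017316278.1 were not found in the table of names used.

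Several technical explanations were weighed. The first is reads shared between isoforms of one gene. Of 580 identifiers with 3 counts or fewer in every sample of one group and over 20 normalized counts in the other, 287 have another tested identifier of the same labelled gene. The other identifiers of the gene moved the opposite way for 149 of these (51.9%; one-sided exact binomial test, p = 0.278), against 50.7% of the 10659 other tested identifiers of such genes. With names read one place on, they moved the opposite way for 276 of 420 (65.7%; p = 5.80e-11 by the same exact test), against 51.1% of 13085. Identifiers of one gene are not independent. If the names are displaced, the labelled reading groups identifiers under the wrong gene and could hardly show such sharing. The 2 readings differ, so the pattern cannot be told apart from reads shared between isoforms. The second is a few identifiers taking most of the counts: under total count normalization, 178 identifiers passed both thresholds without the 2 largest and 227 with them, so most of the number called is not accounted for by them, though the number higher fell from 165 to 102 and the number lower went from 62 to 76. TMM trims such identifiers itself, and under it the number was 193 without them and 187 with them. The third is the split of the samples: 1 of the 10 splits, the real one, gave as many as 580 such identifiers, and the other 9 gave 460 to 505, so most of that number does not depend on the groups. As 3 mice against 3 cannot give a share under 0.1, the excess cannot be told apart from a split by chance. The biological explanation, disease or cross, was not separated, since no BWF1 mice without disease were among the 6.

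The names of these identifiers are themselves uncertain. The median count of ribosomal protein transcripts was highest at the identifier that follows in sorted order in 6 of 6 samples for the 80 with a 6-digit NM accession. For the 26 XM transcripts only counts summed over the samples were compared, with a median of 0 at their own and 24 at the following one. For the 44 with a 9-digit NM accession the median was 0 at each of the 9 places, so it could not show a peak. Their mean was 75.3 at their own and 771 at the following one, with 10 higher at the following one and 11 at their own. The 8 transcripts with a 9-digit NM accession of genes measured by flow cytometry had a median of 0 at their own and 19.5 at the following one, with 4 higher at the following one and 0 at their own. The 417 olfactory and vomeronasal receptor transcripts of that class, genes of sensory neurons, had a mean of 49.6 at their own and 0.681 at the following one. Over all genes of the 14 lists written before the data were examined, the median at their own and at the following identifier was 156 and 393 for 289 transcripts with a 6-digit NM accession, 0 and 10 for 275 with a 9-digit one, and 2 and 14 for 503 XM transcripts, in each class the highest of the 9 places at the following one. Of these transcripts 182, 113 and 189 were higher at the following identifier and 104, 71 and 155 at their own. Identifiers displaced by 1 place in sorted order may explain this in all 3 classes, and the pattern cannot be told apart from that explanation, though many single transcripts go the other way. Among the 80 ribosomal protein transcripts of the 6-digit NM class, 64 were higher at the following identifier and 16 at their own. For these transcripts the values argue against the labelled reading. Naip2, Cd24a, Id3, Blk, Btn2a2 and Lgals1 were read at identifiers of that class. Gene names of a newer RefSeq release do not account for the ribosomal protein transcripts, since the median at the following identifier was 7602, against 339 at their own, among the 61 with the same version in both lists. Over the 14 lists the 270 transcripts with the same version had medians nearer to each other, 211 at the following identifier and 182 at their own, with 142 higher at the following one and 127 at their own. Real expression of the labelled genes was weighed with all 1691 olfactory and vomeronasal receptor transcripts, which had a mean of 33.3 counts at their own identifier and 5.17 at the following one. The median was 0 at both, 174 transcripts were higher at their own and 75 at the following one, so the means rest on a small part of the transcripts, and they go against this explanation only to that extent. Genes of proteins the paper measured by flow cytometry had a median of 41 counts at their own identifier and 133 at the following one, and naive B cell genes 0 and 27.5, in the same direction. Single transcripts were less clear: 41 of the naive B cell transcripts were higher at the following identifier and 34 at their own, and XM transcripts of the flow cytometry genes had a median of 96.5 at their own and 75.5 at the following one.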

How the results depend on the processing

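The alternatives were set before the data were examined, except the reading at the next identifier with its alternatives and 13 settings of the count tests, which were chosen after seeing the data. The cause of each change below was not tested.

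With edgeR, 124 identifiers were higher and 63 lower in diseased-BWF1 mice (66.3% higher). DESeq2's Wald test gave 744 and 636 (53.9% higher), and 1673 and 1822 at an unadjusted p-value. With edgeR, an unadjusted p-value gave 923 and 908, at least 10 counts in every sample 250 and 229 (52.2% higher), the test against a fold change of 1.5 gave 39 and 8, and age as a covariate 25 and 1. Limma-voom gave 99 lower, the fit with no filter 33 and the sum per gene symbol 98. Of the settings chosen after seeing the data, NM transcripts summed per gene symbol gave 122 higher and 161 lower with edgeR (43.1% higher). With DESeq2 the same sums gave 338 and 476. NM transcripts only gave 113 and 152 with edgeR (42.6% higher) and 356 and 475 with DESeq2. NM and NR transcripts summed gave 138 and 166 with edgeR (45.4% higher) and 371 and 483 with DESeq2. All identifiers summed gave 610 and 564 with DESeq2. Summed at the next identifier, all identifiers gave 387 and 422 with edgeR (47.8% higher) and 656 and 714 with DESeq2. NM transcripts summed there gave 185 and 303 with edgeR (37.9% higher) and 327 and 529 with DESeq2. In each of these edgeR fits more were lower than higher, the reverse of the main fit. Of other scalings, total count normalization gave 165 and 62 (72.7% higher), RLE 122 and 67 and upper quartile 111 and 66. Of the 187 calls, DESeq2 and the fit that is not robust kept 187 each, RLE 182, the removal of immunoglobulin, T cell receptor and MHC genes 181, upper quartile 173, total count normalization 171, limma-voom 151, the fit with no filter and at least 10 counts in every sample 144 each, NM transcripts only 106 with edgeR and 106 with DESeq2, the test against a fold change of 1.5 kept 47 and age as a covariate 26. Without the 2 identifiers with the most counts 186 were kept under TMM and 164 under total count normalization. The settings with NM transcripts only did not test the XM, XR and NR identifiers among the 187, so those could not be kept. The filter of at least 10 counts likewise could not keep identifiers below it in any sample. Across the 6 fits that each left out one replicate, between 20 and 35 identifiers were higher and between 1 and 15 lower, and each kept between 22 and 41 of the 187.

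The replicate block, with the numbers in the files' names, gave 2 higher and 0 lower, and kept 2 of the 187. Deviations of same-numbered mice from their group means correlated at -0.0024 on average and those of other pairs at 0.0012, so the numbers do not pair the samples, which are different animals. Under the block the log2 fold change was 1.17 for Naip2, 1.93 for Cd24a, 1.03 for Id3 and -1.75 for Btn2a2, with adjusted p-values by edgeR of 0.248, 0.141, 0.237 and 0.248. The adjusted p of the 4 identifiers with the highest log2 fold changes was 0.124 to 0.302 by edgeR.

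Upf1 (9.51, adjusted p 0.0515 by edgeR) passed both thresholds with total count normalization (9.52), DESeq2 at an adjusted and at an unadjusted p-value (8.85), the fit that is not robust (9.51), no filter (9.54), edgeR's unadjusted p-value (9.51), and NM transcripts summed (9.48 with edgeR, 8.79 with DESeq2), NM only (9.48 and 8.79) and NM and NR summed (9.49 and 8.80). Hif1a passed with DESeq2 (-6.68, also at an unadjusted p-value), and with DESeq2 on NM summed (-4.81), NM only (-6.72), NM and NR summed (-4.8005) and all identifiers summed (-4.47). Blk passed with DESeq2 (-1.75, also at an unadjusted p-value), at least 10 counts in every sample (-1.805), edgeR's unadjusted p-value (-1.77), NM summed (-1.83 with edgeR, -1.82 with DESeq2), NM only (-1.82 with both), NM and NR summed (-1.81 and -1.8034) and all identifiers summed with DESeq2 (-1.75). Lgals1 passed with DESeq2 (1.44, also at an unadjusted p-value), at least 10 counts in every sample (1.39), edgeR's unadjusted p-value (1.43), and DESeq2 on NM summed (1.40), NM only (1.40), NM and NR summed (1.41) and all identifiers summed (1.44). Over all alternatives the adjusted p lay between 3.83e-10 and 0.987 for Upf1, between 9.49e-06 and 0.462 for Hif1a, between 2.22e-07 and 0.347 for Blk and between 8.86e-05 and 0.746 for Lgals1.

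Naip2, Cd24a, Id3 and Btn2a2 lost the threshold under some alternatives. With age as a covariate the values were 1.16, 1.96, 1.03 and -1.69, and in the test against a fold change of 1.5 they were 1.17 for Naip2, 1.04 for Id3 and -1.72 for Btn2a2. Btn2a2 was also not past it with total count normalization (-1.66), no filter (-1.67) and the sum per gene symbol (-0.94). Leaving out one replicate gave from 1.11 to 1.23 for Naip2, 1.83 to 2.03 for Cd24a, 0.93 to 1.11 for Id3 and -1.82 to -1.51 for Btn2a2, and of these 6 fits Cd24a and Id3 were past both thresholds only without replicate 6, and Naip2 and Btn2a2 in none.

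Counts read at the next identifier reversed Cd24a (-0.79), Id3 (-0.22), Hif1a (6.60), Blk (0.41) and Lgals1 (-0.53), and left Naip2 at 0.16. Summed per gene symbol at the next identifier (all with edgeR, all with DESeq2, NM with edgeR, NM with DESeq2), the values were -0.79, -0.76, -0.83 and -0.83 for Cd24a, -0.22, -0.19, -0.26 and -0.25 for Id3, 0.52, 0.56, 0.75 and 0.75 for Hif1a, 0.41, 0.44, 0.38 and 0.38 for Blk, -0.53, -0.49, -0.57 and -0.57 for Lgals1, all reversed, and 0.27, 0.31, 0.24 and 0.24 for Naip2, while Btn2a2 was at -0.42, -0.39 and -0.65 in the fits other than NM with edgeR, which did not give a value. The same reading reversed the means of pro-apoptotic genes (0.037), interferon response genes (0.19) and genes measured by flow cytometry (-0.031). No filter reversed anti-apoptotic (0.028) and interferon response genes (0.027). Across the fits that left out one replicate, lists that changed sign ranged from -0.20 to 0.079 (anti-apoptotic), -0.28 to 0.10 (proliferation), -0.35 to 0.021 (plasma cell), -0.17 to 0.012 (hypoxia), -0.22 to 0.35 (myeloid) and -0.067 to 0.34 (flow cytometry). None of the 4 lists on survival, proliferation and germinal centers passed an adjusted p-value of 0.05 under any alternative. Of 176 values of named identifiers under alternatives, 57 were weaker and 119 were not changed, and of 48 normalized counts 2 moved. Of 52 values of these 4 lists 6 were reversed, and of 130 values of the other 10 lists 11 were reversed and 4 stronger. Of 36 values of the 3 lists past the threshold at the next identifier, 3 were weaker, each with the correlation between genes estimated. Total counts of 2788236 to 3449358 limit identifiers near 3 counts.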

Differences from the paper's values

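The paper's number of upregulated genes is 337, against 124 identifiers here. Of the alternatives set before the data were examined, the filter of at least 10 counts in every sample (250) came within 1.5 times of the paper's value, and the others did not. The paper's number of downregulated genes is 492, against 63 here. Of the alternatives set before the data were examined, DESeq2's Wald test (636) came within 1.5 times of it, and the others did not, and no single one of them did so in both directions. A further 13 settings of the count tests were run that were chosen after seeing the values. Among these, DESeq2 on NM transcripts summed per gene symbol gave 338 higher and 476 lower, on NM transcripts only 356 and 475, and on NM and NR transcripts summed 371 and 483, all within 1.5 times of both of the paper's values. With names read at the next identifier, edgeR on all identifiers summed gave 387 higher and 422 lower, and DESeq2 on NM transcripts summed 327 and 529, also within 1.5 times of both. In these next-identifier fits, however, Cd24a, Id3, Hif1a, Blk and Lgals1 lay opposite to Fig. 3B, and Upf1, Naip2 and Btn2a2 in its direction. With DESeq2 on NM transcripts summed at the labelled identifiers, every gene of that figure kept its direction. DESeq2 on all identifiers summed gave 610 and 564, and 656 and 714 at the next identifier, within 1.5 times of the second alone. The other 6, with edgeR, came within it for neither. With NM transcripts summed and DESeq2, other splits of the samples gave between 15 and 39 genes against 814 in the real one.

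The paper's normalized count of Hif1a in diseased-BWF1 mice is about 4 in Fig. 3C, read by eye, against 0.93 ± 0.95 (SD, n = 3) here. Neither alternative set before the data were examined closed the gap (0.96 with TMM scaling, 0.99 with total count scaling). DESeq2 on NM transcripts summed per gene symbol, chosen after seeing the values, gave 3.79. The other 15 means of Fig. 3C did not differ, nor did the fold changes of Naip2, Cd24a, Id3, Blk, Btn2a2 and Lgals1 in Fig. 3B. Those of Upf1 and Hif1a here are lower bounds of the size of the change. A bound could differ only by exceeding the paper's fold more than 1.5 times, so a smaller one decides nothing. The fitted values were 9.51 (standard error 0.822) for Upf1 and -6.47 (standard error 1.64) for Hif1a. Each lay further than its standard error from the figure's value. For Upf1 the bound is a log2 fold change of 4.89, against about 11 in Fig. 3B, read by eye. For Hif1a it is -4.97, somewhat beyond the paper's value of about -4.8 in Fig. 3B, read by eye, and within 1.5 times of its fold.

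The paper counts Upf1, Hif1a, Blk and Lgals1 among its differentially expressed genes, and none of them passed both thresholds here (adjusted p by edgeR's quasi-likelihood test of 0.0515, 0.319, 0.0949 and 0.103). Of the alternatives set before the data were examined, DESeq2's Wald test called all 4, as it did at an unadjusted p-value, edgeR at an unadjusted p-value called Upf1, Blk and Lgals1, the filter of at least 10 counts in every sample called Blk and Lgals1, and total count normalization, the fit that is not robust and the fit with no filter called Upf1. Among the settings chosen after seeing the values, DESeq2 on NM transcripts, and on NM and on NM and NR transcripts summed per gene symbol, called all 4, DESeq2 on all identifiers summed called Hif1a, Blk and Lgals1, and edgeR on NM transcripts, on NM and on NM and NR transcripts summed called Upf1 and Blk. At the next identifier, NM transcripts summed called Hif1a with edgeR and with DESeq2, in the opposite direction to the paper, and called none of the other 3.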

Other observations

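The tests of the splits of the number of identifiers and of gene lists were set before their results were seen. The test of reads shared between isoforms on the called identifiers was set before as well, but the rule that both readings must agree was added after its values were seen. The tests of plasma cell genes, of thymocyte and T cell genes, of naive B cell genes, and of the share of the 2 largest identifiers were chosen only after the result was seen, as were the reading at the next identifier and its alternatives.

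Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many as 187 identifiers past both thresholds with edgeR, the real one, and the other 9 gave 0 each. DESeq2 gave 1380 in the real split and between 158 and 273 in the others. Of 73 called identifiers whose labelled gene has at least 2 tested identifiers, 37 belong to genes whose summed count is not past the thresholds and 36 to genes whose sum is. Read one place on, 20 of 81 are of the first kind. The labelled reading is even, though displaced names would leave it little weight, and the next reading points away from reads shared between isoforms. Whether such reads may account for the calls cannot be told. As 3 mice against 3 cannot give a share under 0.1, the number of calls cannot be told apart from a split by chance by this count.

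Of the 14 gene lists, 0 were past an adjusted p-value of 0.05 at the labelled identifier, and 0 at an unadjusted p-value under 0.05. A count of 0 is reached by 10 of 10 splits, so that test could not have come out otherwise; 3 of the 9 other splits gave at least 1 list.

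When counts were read at the next identifier in sorted order, 3 lists passed, while other splits of the samples gave between 0 and 4, so the number of lists carries no weight. The 3 were plasma cell, thymocyte and T cell, and naive B cell genes. Each was run under 12 alternatives at this reading, and each passed an adjusted p-value of 0.05 in all of them except camera with the correlation between genes estimated from the data. In the values below camera takes that correlation at its preset value, so whether a list passes depends on this setting.

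Plasma cell genes had a mean log2 fold change of -1.68 at the next identifier, with 32 of 35 identifiers lower in diseased-BWF1 mice (adjusted p = 1.36e-21 by limma's camera; between 1.365e-24 and 0.332 over the 12 alternatives). At the labelled identifier the mean was -0.18 (adjusted p = 0.443 by limma's camera; between 0.192 and 0.920 over the alternatives at that identifier). By gene, 19 of 22 were lower with an adjusted p under 0.05 by edgeR's quasi-likelihood test. Jchain had 30150 ± 1610 normalized counts (SD, n = 3) in control and 1672 ± 1491 in diseased-BWF1 mice. Without Jchain the mean was -1.59 (adjusted p = 9.96e-21 by limma's camera), so one gene does not carry the list. Only the real split, 1 of 10, gave a mean change as large, and the others reached at most 0.88. As 3 mice against 3 cannot give a share under 0.1, the splits could not have excluded chance, and by them the pattern cannot be told apart from a split by chance. It is a hypothesis that the sorted control samples hold more plasma cell RNA, and disease and cross cannot be told apart. The paper reports by flow cytometry a higher frequency of plasma cells among thymic cells of diseased mice, the opposite direction, and the share of plasma cells among the sorted B cells was not measured here. It also reports a higher percentage of Blimp-1+ B cells in diseased mice after activation with LPS (Figures 2C,D), which is not the state of the cells sequenced. Prdm1, which encodes Blimp-1, had 211 ± 10.8 normalized counts (SD, n = 3) in control and 52.3 ± 13.5 in diseased-BWF1 mice when read one place on.

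Thymocyte and T cell genes, read the same way, had a mean log2 fold change of -1.42, with 24 of 31 identifiers lower in diseased-BWF1 mice (adjusted p = 2.45e-07 by limma's camera; between 4.53e-09 and 0.332 over the 12 alternatives). At the labelled identifier the mean was -0.38 (adjusted p = 0.454 by limma's camera; between 0.192 and 0.857 over the alternatives at that identifier). By gene, 8 of 21 were lower with an adjusted p under 0.05 by edgeR's quasi-likelihood test and 1 was higher, Cd2, named after its value was seen. Cd8a had 137 ± 11.4 normalized counts (SD, n = 3) in control and 16.9 ± 5.16 in diseased-BWF1 mice. All 7 tested genes of double-positive thymocytes were lower, but they are part of the same list, so this could hardly have come out otherwise. The pattern cannot be told apart from RNA of thymocytes left in the sorted control samples, nor is it shown to come from it. The paper reports fewer double-positive thymocytes in diseased mice than in younger BWF1 mice. From staining of thymus of diseased and age-matched control mice, it also describes double-positive thymocytes as absent in diseased mice. In 1 of 10 splits, the real one, was the change as large, and the others reached at most 0.74, so by the splits it cannot be told apart from chance.

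Naive B cell genes, read the same way, had a mean log2 fold change of 0.56, with 33 of 50 identifiers higher in diseased-BWF1 mice (adjusted p = 0.000103 by limma's camera; between 1.405e-05 and 0.370 over the 12 alternatives). At the labelled identifier the mean was 0.26 (adjusted p = 0.443 by limma's camera; between 0.00111 and 0.857 over the alternatives at that identifier). In 1 of 10 splits, the real one, was the change as large, against at most 0.33 in the others, and by the splits it cannot be told apart from chance. The paper reports by flow cytometry more naive (IgM+IgD+) B cells in the thymus of diseased mice, the same direction. No other explanation was tested.

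The genes of Figure 3C, summed over all their identifiers one place on, had log2 fold changes by edgeR of 0.088 for Upf1, 0.27 for Naip2, -0.79 for Cd24a, -0.22 for Id3, 0.52 for Hif1a, 0.41 for Blk, -0.42 for Btn2a2 and -0.53 for Lgals1. The smallest adjusted p among them by edgeR was 0.0666, for Hif1a, so none passed both thresholds in this fit. Other fits at this reading did call genes, in the direction opposite to that at the labelled identifier. With DESeq2's Wald test Cd24a passed both thresholds with all identifiers summed (-0.76, adjusted p = 0.00444) and with NM transcripts summed (-0.83, adjusted p = 0.000117), while with NM transcripts summed and edgeR its adjusted p was 0.0545. With NM transcripts summed Hif1a passed with edgeR (0.75, adjusted p = 0.0320) and with DESeq2 (0.75, adjusted p = 0.000267). Summed in this way over all genes, 387 genes were higher and 422 lower of 14336 tested.

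The share of counts on the 2 identifiers with the most counts was 8.25 percentage points lower in diseased-BWF1 mice, and 1 of 10 splits, the real one, gave a difference as large, against 0.52 to 6.64 in the others. No biological explanation was tested.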
